# The Taste Receptor TAS1R3 Regulates Small Intestinal Tuft Cell Homeostasis

**DOI:** 10.4049/immunohorizons.1900099

**Published:** 2020-01-24

**Authors:** Michael R. Howitt, Y. Grace Cao, Matthew B. Gologorsky, Jessica A. Li, Adam L. Haber, Moshe Biton, Jessica Lang, Monia Michaud, Aviv Regev, Wendy S. Garrett

## Abstract

Tuft cells are an epithelial cell type critical for initiating type 2 immune responses to parasites and protozoa in the small intestine. To respond to these stimuli, intestinal tuft cells use taste chemosensory signaling pathways, but the role of taste receptors in type 2 immunity is poorly understood. In this study, we show that the taste receptor TAS1R3, which detects sweet and umami in the tongue, also regulates tuft cell responses in the distal small intestine. BALB/c mice, which have an inactive form of TAS1R3, as well as Tas1r3-deficient C57BL6/J mice both have severely impaired responses to tuft cell–inducing signals in the ileum, including the protozoa *Tritrichomonas muris* and succinate. In contrast, TAS1R3 is not required to mount an immune response to the helminth *Heligmosomoides polygyrus*, which infects the proximal small intestine. Examination of uninfected *Tas1r3*^*−*/−^ mice revealed a modest reduction in the number of tuft cells in the proximal small intestine but a severe decrease in the distal small intestine at homeostasis. Together, these results suggest that TAS1R3 influences intestinal immunity by shaping the epithelial cell landscape at steady-state. *ImmunoHorizons*, 2020, 4: 23–32.

## INTRODUCTION

Barrier defenses constitute the first arm of the innate immune system at mucosal surfaces. Via its sensing of mechanical injury, metabolites, or secreted molecules, the intestinal epithelium with its many cell subtypes is both an active defender and a signal broker to the innate and adaptive immune system. A chemosensory epithelial cell subset called tuft cells have recently emerged as critical sensors of intestinal helminths and protists and initiators of antiparasite immunity in the gut (1–3). Tuft cells produce IL-25, resulting in the accumulation of type 2 innate lymphoid cells (ILC2s) within the intestinal lamina propria and ILC2 production of IL-13 (1–3). This local increase in IL-13 biases the differentiation of epithelial progenitor/stem cells to become goblet cells, known for their production of mucins and antihelminthic resistin-like molecules, and tuft cells (1–4). The cross-talk between tuft cells and ILC2s creates a positive feedback loopamplifying the numbers of these cell types and culminating in productive antiparasite immunity.

Tuft cells use chemosensory signaling pathways to respond to parasites and initiate antiparasite immunity. Intestinal tuft cells express the canonical taste chemosensory components gustducin, 1-phosphatidylinositol 4,5-bisphosphate phosphodiesterase β−2 (PLCβ2), and transient receptor potential cation channel subfamily M member 5 (TRPM5) (1). InlingualtypeII taste cells,these chemosensory components facilitate signaling from G protein–coupled receptors (GPCRs) that transduce sweet, umami, or bitter tastes from food (5), whereas in the gut, they function to clear helminth infectionsand drive antiparasite immunity inresponse to *Tritrichomonas* protists (1). Small intestinal tuft cells also express the GPCR *Sucnr1* (*Gpr91*), which detects the metabolite succinate and initiates intestinal antiparasite immunity in a TRPM5-dependent manner (6–8). Mice lacking SUCNR1 do not respond to *Tritrichomonas* protists yet mount an effective immune response to the helminths *Heligomosomoides polygyrus* and *Nippostrongylus brasiliensis* (6, 8). In addition, bitter-taste GPCRs were recently implicated in the tuft cell response to infection with the helminth *Trichinella spiralis*(9). Collectively, these observations suggest that tuft cells use multiple taste-associated GPCRs to initiate intestinal antiparasite immunity. Given the immense diversity of microbial and nonmicrobial signals that stimulate the antiparasite immune response at barrier surfaces, we hypothesized that there may be additional uncharacterized tuft cell receptors that modulate intestinal antiparasite immunity.

In this study, we show that the taste receptor, TAS1R3, which mediates responsiveness to sweet and umami in the tongue, also contributes to antiparasite immunity in the distal small intestine. Stimuli that induce a tuft cell response in the ileum, such as *Tritrichomonas muris* or succinate, are severely diminished in Tas1r3^−/−^ mice. Our results reveal important roles for TAS1R3 in regulating tuft cell homeostasis in the small intestine, thereby modulating sensitivity to luminal stimuli during the initiation of type 2 immunity.

## MATERIALS AND METHODS

### Mice

Wild-type (WT) C57BL/6J mice were bred and housed in microisolator cages in the specific-pathogen-free (SPF) barrier facility at the Harvard T.H. Chan School of Public Health and at Stanford University. BALB/c, Gfi1b^eGFP/+^, Plcb2^−/−^, and Stat6^−/−^ mice were obtained from The Jackson Laboratory (Bar Harbor, ME). C57BL/6J Tas1r3^−/−^ and *Trpm5*^*−*/−^ mice (10, 11) were generously provided by Dr. R. Margolskee (Monell Chemical Senses Center), and *Gpr91*^*−*/−^ mice were generously provided by Dr. J. Peti-Peterdi with permission from Amgen (12). All genetically modified mouse lines were bred on a C57BL6/J background and were cohoused for at least 2 wk prior to the experiments. *Gfi1b*^*eGFP*/+^ *Gpr91*^−/−^, *Gfi1b*^*eGFP*/+^ *Plcb2*^−/−^, *Gfi1b*^*eGFP*/+^ *Stat6*^−/−^, *Gfi1b*^*eGFP*/+^ *Tas1r3*^−/−^, and *Gfi1b*^*eGFP*/+^ *Trpm5*^−/−^ mice were generated by breeding *Gfi1b*^*eGAQFP*/+^ mice to the relevant knockout mice. Germ-free (GF) WT C57BL/6J mice were bred and maintained in semirigid gnotobiotic isolators in the Harvard T. H. Chan Gnotobiotic Center for Mechanistic Microbiome Studies. Mice were used experimentally between 6 and 12 wk of age. Animal studies and experiments were approved and carried out in accordance with Harvard Medical School’s Standing Committee on Animals, Stanford’s Institutional Animal Care and Use Committee, and the National Institutes of Health guidelines for animal use and care.

### Infection with protozoa and helminths

*T*. *muris* was isolated and cultured from bred-in-house mice as described previously (1). A total of 5 × 10^6^ T. *muris* were orally administered to mice. Mice were then sacrificed 16–18 d postinfection.

*H. polygyrus* maintenance and infection was performed as previously described (13). Mice were orally infected with 200 L3 larvae and sacrificed 6 wk later. The proximal 15 cm of small intestine was excised, and worms were counted with a dissection microscope.

### T. muris enumeration

*T. muris* load in the distal small intestine was enumerated as previously described (1). The distal 10 cm of small intestine was removed and flushed with ice-cold sterile PBS using a 19-gauge feeding needle. The intestinal contents were then pelleted by centrifugation and stored at −20°C. Genomic DNA was isolated from the stool with QIamp Fast DNA Stool Mini Kit (Qiagen) according to the manufacturer’s directions. To detect and enumerate *T. muris*, quantitative PCR (qPCR) was performed using KAPA SYBR Fast Universal PCR (KAPA Biosystems) with the following primers recognizing the *T. muris* 28S rRNA gene: 59-GCTTTTGCAAGCTAGGTCCC-39and 59-TTTCTGATGGGGCG TACCAC-39. These qPCR values were converted to *T. muris* numbers using a standard curve generated using known amounts of *T. muris*.

### Metabolite/taste receptor ligand feeding

For succinate treatment, mice were provided with 100 mM succinic acid disodium salt (no. 224731; Sigma-Aldrich) in the drinking water for 1, 2, or 4 wk as indicated. Two hundred millimolar sodium chloride was used as a control to match sodium molarity. Sucralose was fed at concentrations of 2, 20, or 100 mM in the drinking water, and rebaudioside A was fed at a concentration of 1 mM for 8 d.

### IL-25 injection

Mice were i.p. injected daily with 0.5 μg of rIL-25 (endotoxin level, 1.0 endotoxin unit per 1 μg; R&D Systems) or equivalent volume of sterile PBS for 7 d before harvesting the distal small intestine.

### Epithelial cell isolation and flow cytometry

The small intestine and/or colon were removed and flushed with ice-cold sterile PBS using a 19-gauge feeding needle. The small intestine was further subdivided into the duodenum (proximal 7 cm), jejunum (next 10 cm), and ileum (distal 10 cm), and Peyer patches were removed. Both small intestinal regions and colons were then opened longitudinally and gently agitated at 4°C in PBS, 2% FBS, 5 mM HEPES, and 1 mM DTT for 10 min. The tissue was then transferred into prewarmed PBS, 2% FBS, 5 mM HEPES, and 5 mM EDTA and rotated at 37°C for 15 min followed by vigorous shaking to remove epithelial cells. This was repeated and epithelial cells from both fractions were combined and washed with PBS. The epithelium was then digested in DMEM containing 10% FBS, 0.5 U/ml Dispase II (StemCell Technologies), and 50 μg/ml DNase (Roche) for 10 min at 37°C. The resulting solution was passed through 40-μm filters and washed with PBS, 2% FBS, and 1 mM EDTA. The resulting single-cell suspension was initially Fc blocked with anti-CD16/CD32 (clone 93; BioLegend) and then stained with the following Abs: PacBlue-conjugated anti-CD45 (clone 30-F11; BioLegend) and allophycocyanin-conjugated anti-EpCam (clone G8.8; BioLegend). Cell viability was assessed by propidium iodide (BioLegend) staining.

### Histology and fluorescence microscopy

The small intestine was removed and divided into proximal and distal sections before overnight fixation in 4% paraformaldehyde. The tissue was then embedded in paraffin and cut into 5-μm thick sections. For both histology and immunofluorescence, sections were initially deparaffinized and rehydrated. Goblet cells were identified by Alcian blue/nuclear red staining and enumerated along the crypt-villus axis by quantitative microscopy. For immunofluorescence, heat-mediated Ag retrieval was performed in Tris-EDTA buffer 0.05% Tween-20 (pH 9) for 20 min. Afterwards, the slides were washed in PBS and blocked in PBS containing 3% BSA, 3% donkey serum, 0.1% Triton X-100, and 0.1% saponin for 1 h at room temperature. Primary Abs were incubated overnight at 4°C and secondary Abs were applied for 1.5 h at room temperature. Primary Abs included the following: rabbit anti-DCLK1 (1:250 dilution, ab37994; Abcam) and mouse anti–E-cadherin (1:400 dilution, 36/E-cadherin; BD Biosciences). DNA was labeled with DAPI (0.5 μg/ml).

### RNA isolation and RT-PCR

Epithelial cells from *Gfi1b*^*eGFP/+*^ mice were isolated and stained for FACS as previously detailed. Tuft cells were sorted as GFP^+^EpCam^+^CD45^−^PI^−^, whereas the remaining epithelial cells were GFP^−^EpCam^+^CD45^−^PI^−^. RNA was then extracted fromtuft cells and the remaining epithelium using RNeasy Micro Kit (Qiagen). For RNA isolation from total epithelium, the epithelial fraction was collected after the EDTA wash (as described above) and lysed in Qiazol (Qiagen) for RNA extraction following manufacturer’s instructions. cDNA was synthesized using the iScript cDNA Synthesis Kit (Bio-Rad), and quantitative RT-PCR was performed using the PowerUp SYBR Green Master Mix qPCR Kit (Applied Biosystems). The following primers were used: Dclk1, 5′-CAGCCTGGACGAGCTGGTGG-3′, 5′-TGACCAGTTGGGGTTCACAT-3′; Trpm5, 5′-CCTCCGT GCTTTTTGAACTCC-3′, 5′-CATAGCCAAAGG TCGTTCCTC-3′; Klf4, 5′-ATCCTTTCCAACTCGCTAACCC-3′, 5′-CGGATCGGATA GCTGAAGCTG-3′; Muc2, 5′-CCATTGAGTTTGGGAACATGC-3′, 5′-TTCGGCTCGGTGTTCAGAG-3′; Chga, 5′-CAGGCTACAAAG CGATCCAG-3′, 5′-GCCTCTGTCTTTCCATCTCC-3′; Tph1, 5′-AACAAAGACCATTCCTCCGAAAG-3′, 5′-TGTAACAGG CTCACATGATTCTC-3′; Def20, 5′-TGTAGAAAAGGAGGC TGCAATAG-3′, 5′-AGAACAAAAGTCGTCCTGAGC-3′; Lyz1, 5′GCCAAGGTCTACAATCGTTGTGAGTTG-3′, 5′-CAGTCA GCCAGCTTGACACCACG-3′; Lgr5, 5′-CCTACTCGAAGACT TACCCAGT-3′, 5′-GCATTGGGGTGAATGATAGCA-3′; Ascl2, 5′-GCCTACTCGTCGGAGGAA-3′, 5′-CCAACTGGAAAA GTCAAGCA-3′; Gapdh, 5′-CCTCGTCCCGTAGACAAAATG-3′, 5′-TCTCCACTTTGCCACTGCAA-3′;Tas1r3, 5′-AGGTGGCT CACAGTTCTGCT-3′, 5′-GAGGTGAGCCATTGGTTGTT-3′.

Data are presented as relative expression normalized to Gapdh.

### Small intestine organoid culture and flow cytometry

Distal small intestinal organoids were prepared as previously described (14). When indicated, IL-13 (10 ng/ml, endotoxin level < 0.01 ng/μg; BioLegend) was added to organoid media for 48 h. To perform flow cytometry, organoids were liberated from the matrigel matrix as described (14) and digested in DMEM containing 10% FBS, 0.5 U/ml Dispase II (StemCell Technologies), and 50 μg/ml DNase (Roche) for 8 min at 37°C. The resulting solution was filtered through 40-μm mesh and stained for flow cytometry with allophycocyanin-conjugated anti-EpCam (clone G8.8; BioLegend) with cell viability assessed with propidium iodide (BioLegend).

### Statistics

The Mann–Whitney *U* test was used to compare two samples. One-way ANOVA was used for multiple-group comparisons followed by Holm–Sidak post hoc testing. The *p* values are indicated in the figure legends.

### RNA sequencing

#### Experimental procedure.

Epithelial cells from *Gfi1b*^*eGFP*/+^ mice were isolated and stained for FACS as previously detailed. Tuft cells were sorted as GFP^+^EpCam^+^CD45^−^PI^−^ directly into lysis buffer from the RNeasy Mini Kit (Qiagen). RNA was isolated according to the manufacturer’s protocol and RNA integrity was confirmed using a 2100 Agilent BioAnalyzer.

#### Library preparation.

Libraries were prepared using a modified SMART-Seq2 protocol as previously reported (15). RNA lysate cleanup was performed using RNAClean XP beads (Agencourt), followed by reverse transcription with Maxima Reverse Transcriptase (Life Technologies) and whole transcription amplification (WTA) with KAPA HotStart HIFI 2× ReadyMix (Kapa Biosystems) for 18 cycles. WTA products were purified with Ampure XP beads (Beckman Coulter), quantified with Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific), and assessed with a high sensitivity DNA chip (Agilent). RNA-sequencing libraries were constructed from purified WTA products using Nextera XT DNA Library Preparation Kit (Illumina). The libraries were sequenced on an Illumina NextSeq 500.

#### Computational analysis.

BAM files were converted to merged, de-multiplexed FASTQs using the Illumina-provided Bcl2Fastq software package v2.17.1.14. Paired-end reads were mapped to the UCSC mm10 mouse transcriptome using Bowtie (16) with parameters “-q–phred33-quals -n 1 -e 99999999 -l 25 -I 1 -X 2000 -a -m 15 -S -p 6,” which allows alignment of sequences with one mismatch. Expression levels of genes were quantified as transcript-per-million values calculated by RSEM (17) v1.2.3 in paired-end mode. Negativebinomial models werefittedto thedata and likelihood-ratio tests used to assess differential expression, implemented using the DESeq2 package in R (18).

All data are deposited in GEO (GSE140395), https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE140395.

## RESULTS

### C57BL6/J and BALB/c mice differ in tuft cell response to the protozoa T. muris but not the helminth H. polygyrus

Given the critical role of chemosensation in tuft cell–mediated antiparasite immunity in the gut, we considered if inbred mouse strains with their well-characterized genetics and immune responses to parasites could be used to further elucidate the potential connection between parasite surveillance and taste receptors. Inbred mouse strains such as BALB/c and C57BL/6J can differ in their immune responses to parasites, which results in marked differences in clearing these infections (19, 20). Furthermore, BALB/c and C57BL/6J mice carry genetic polymorphisms in the taste receptor Tas1r3, with C57BL/6J having a high preference for the TAS1R3 ligand saccharin and BALB/c having a low preference (21, 22). To investigate if these differences between mouse strains could alter the tuft cell response to parasites, we colonized both C57BL/6J and BALB/c mice with the protozoa *T. muris. T. muris* induced a significant increasein tuft cell frequency at the site of colonization, the distal small intestine (ileum) (1), of C57BL6/J mice, which contrasted with an absence of tuft cell expansion in *T. muris*–colonized BALB/c mice (Fig. 1A, 1B). This difference in tuft cell responses was not due to variation in *T. muris* colonization, as protozoal loads were similar between C57BL/6J and BALB/c mice (Fig. 1C).

Intestinal helminth–induced immunity is also accompanied by a significant increase in tuft cell frequency (1–3). Consistent with these prior results, BALB/c and C57BL/6J mice both showed robust expansion of tuftcellsinthe proximal small intestineduring *H. polygyrus* infection (Fig. 1D, 1E), confirming that BALB/c mice can generate tuft cells in response to some parasitic stimuli. To determine if the defect in response to *T. muris* was specific to the protozoa or a more general feature of the ileum, we injected BALB/c mice with rIL-25. This cytokine bypasses microbial signal–dependent pathways to directly expand tuft cells via induction of IL-13 production by ILC2s (1–3). IL-25 injection resulted in tuft cell expansion in the distal small intestine (Supplemental Fig. 1), suggesting that the lack of BALB/c response to *T. muris* was not due to an inability to increase tuft cells in the ileum.

### Tuft cells express the type 1 taste receptor TAS1R3, which affects their response to expansion stimuli

To understand the mechanism underlying the lack of tuft cell response to *T. muris* in BALB/c mice, we returned to the observation that polymorphisms in *Tas1r3* severely reduce the sensitivity of this receptor in BALB/c mice (21, 22). In lingual taste, TAS1R3 activates a signal transduction pathway involving PLCb2 and TRPM5, which are chemosensory components used by tuft cells to respond to *T. muris* (1). Previous reports found that tuft cells in the stomach, trachea, thymus, gallbladder, and urethra express Tas1r3 (6, 23, 24), but the level of *Tas1r3* expression by intestinal tuft cells was unclear. We sorted ileal tuft cells from C57BL/6J mice and used RNA sequencing to measure the expression of type 1 and type 2 taste receptors, which signal through the transduction components PLCβ2 and TRPM5. 

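The RNA-sequencing data came from 6 libraries of 1 group, each labelled as a mouse replicate, from Gfi1b-eGFP/+ mice on the C57BL/6J background. In these mice, green fluorescent protein is expressed from the locus of the transcription factor gene Gfi1b, which marks tuft cells within the epithelium, and the cells were sorted as GFP-positive, EpCam-positive and CD45-negative. The methods describe a modified SMART-Seq2 protocol, in which polyadenylated RNA is reverse transcribed and amplified along its whole length, here for 18 cycles, before Nextera XT library construction and paired-end sequencing. The sample labels name this protocol together with a 3' polyA and a droplet-based preparation for every library, and the methods describe only the first. The authors aligned the reads with Bowtie to the UCSC mm10 mouse transcriptome and deposited gene expression as TPM, the share of all transcripts that come from a gene, calculated by RSEM v1.2.3. TPM is corrected for transcript length and scaled so that each library sums to 1000000, so it keeps no sequencing depth. The depth of these libraries is therefore unknown, and no detection limit can be given for a gene listed at 0. The table holds 23420 genes, of which 13044 to 13308 per library (median 13235) were listed above 0. Rn45s, the ribosomal RNA precursor, took 27.4% ± 4.02 (SD, n = 6) of the TPM, and the 10 most abundant genes of each library took between 32.7% and 44.1%. Spearman correlations across all genes of the table lay between 0.915 and 0.937 over the 15 pairs of libraries, and no pair was identical. The genes include 7713 at 0 in every library, whose shared ties raise the correlation. Values were used as deposited and compared on the log2(TPM + 1) scale, the scale of Fig. 2A, on which differences between genes of low abundance are compressed. Genes were compared within each library by a two-sided exact sign-flip permutation test, whose smallest possible p over 6 libraries is 0.03125, and the 3 receptor comparisons were adjusted by the Benjamini-Hochberg method.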

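Tas1r3 lies on chromosome 4 of GRCm38 from 155859268 to 155863362 on the minus strand, with 6 exons and a transcript of 3523 nucleotides (ENSMUSG00000029072.3 in GENCODE M21, an annotation of the same assembly as the mm10 transcriptome that the authors used, though not the same gene models). Its last 36 bases overlap the end of Dvl1, which is transcribed from the opposite strand and was more abundant in all 6 libraries, at 33.9 to 87.7 TPM. Tas1r3 was listed above 0 in all 6 libraries, at 5.74, 10.6, 0.60, 5.74, 3.74 and 2.00 TPM in replicates 1 to 6, with a mean of 4.74 ± 3.53 TPM (SD, n = 6). On the log2(TPM + 1) scale its mean was 2.26 ± 1.01 (SD, n = 6). Leaving out each library in turn kept the mean between 3.56 and 5.57 TPM. Of the 38 taste receptor genes in the table, 3 were listed above 0 in any library, namely Tas1r1, Tas1r2 and Tas1r3. All 35 type 2 receptor genes (Tas2r) were listed at 0 in every library. Each Tas2r gene is a single-exon gene of 882 to 1158 nucleotides, and 33 of them lie on chromosome 6. An exact 0 in these values can also come from shallow sequencing or from the estimate itself. Of genes whose symbol starts with Rpl and a digit, 3 of 51 were at 0 in all libraries, and with Rps and a digit 0 of 46 were. Most such symbols name ribosomal protein genes, but they were matched by their start only, so other genes may be counted. Whether every cell uses the 3 Rpl genes at 0 was not tested, so the counts do not show how often a 0 arises from shallow sequencing or the estimate. Tas1r3 was the most abundant taste receptor in 4 of 6 libraries, and Tas1r1 exceeded it in replicates 3 and 6. Set against the most abundant other receptor of the same library, Tas1r3 was higher by 1.56 ± 1.61 on the log2 scale (SD, n = 6), a difference within the spread between libraries (exact sign-flip permutation test, p = 0.125, adjusted p = 0.125). It was 2.00 ± 2.02 in replicates 1 to 3 and 1.12 ± 1.34 in replicates 4 to 6, sets of libraries that differ in the abundance of Gm20594 and are too small for a test to reach 0.05. A pseudocount of 0.01 moved the difference most, to 4.11 with the same p of 0.125. The exact Mann-Whitney test, which the legend of Fig. 2 names and which does not pair the values within a library, gave p = 0.0238 (adjusted p = 0.0238).

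**Figure D1:**
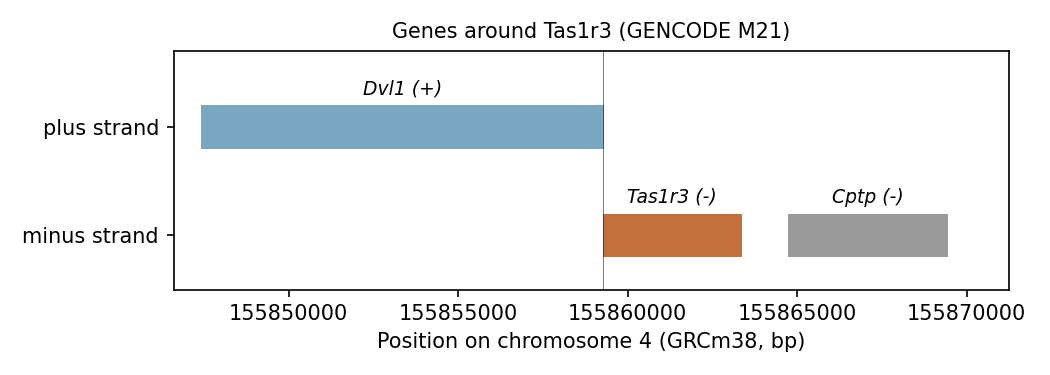
Map, to scale, of the genes around Tas1r3 on chromosome 4 of GRCm38, with position in base pairs on the x axis and the strand on the y axis. The vertical line marks the 36 bases that Tas1r3 shares with Dvl1; Cptp lies to its right from 155864723 to 155869440, on the same strand as Tas1r3.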

*Tas1r3* had the highest expression, whereas most other receptor genes were not detected (Fig. 2A). Quantitative RT-PCR analysis confirmed this result (Fig. 2B), consistent with single-cell sequencing analysis of small intestinal epithelial cells that identified *Tas1r3* as a tuft cell marker (25).

We hypothesized that if the inactive BALB/c TAS1R3 contributed to impaired BALB/c responses to *T. muris*, then Tas1r3^−/−^ C57BL/6J mice should recapitulate this lack of response. Indeed, tuft cell frequency in Tas1r3^−/−^ mice did not significantly increase after *T. muris* colonization (Fig. 3A, 3B). Similar to what we observed in BALB/c mice, this defect was not due to lower *T. muris* colonization (Fig. 3C). Furthermore, the effect of TAS1R3 was restricted to *T. muris*, as *Tas1r3*^−/−^ mice had a similar ability to expel *H. polygyrus* as WT mice, whereas *Trpm5*^−/−^ mice had an increased worm burden as previously described (Fig. 3D) (1).

Although tuft cell frequency remained unchanged in the majority of *Tas1r3*^−/−^ mice after *T. muris* colonization, we noted that a subset of mice exhibited a strong tuft cell response. This bimodal response was not observed in mice lacking other tuft cell–regulating components, including PLCβ2, STAT6, (a transcription factor downstream of IL-13R signaling), and GPR91 (a succinate receptor reported to be involved in sensing of *Tritrichomonas* species) (6, 7) (Fig. 3A).These observations led us to question whether TAS1R3 regulates tuft cell expansion through sensing of a *T. muris*–associated signal, such as succinate, or potentially another mechanism.

Feeding mice succinate in the drinking water induces a significant expansion of tuft cells in the distal small intestine, which highly resembles the tuft cell response to *Tritrichomonas* colonization (6–8). WT mice fed 100 mM succinate in the drinking water for 1 wk exhibited tuft cell hyperplasia (Fig. 3E). However, similar to *Gpr91*^−/−^ and *Plcb2*^−/−^mice, feeding succinate to *Tas1r3*^−/−^ mice for 1 wk failed to increase tuft cell levels in the distal small intestine (Fig. 3E). To assess the kinetics of tuft cell response tosuccinate, we also fed mice 100 mM succinate for 2 and 4 wk. In contrast to 1 wk of succinate feeding, these longer succinate exposures increased the proportion of *Tas1r3*^−/−^ mice with enhanced tuft cell abundance. These findings suggest that TAS1R3 is not required to sense succinate but may act to increase the response kinetics of tuft cells to expansion stimuli.

### TAS1R3 regulates homeostatic tuft cell abundance

Tuft cells function in a feed-forward loop in which tuft cell–derived IL-25 leads to increased IL-13 production by ILC2s and expansion of Th2 cells, which results in additional tuft cells and further production of IL-25. Therefore, we hypothesized that the response kinetics of tuft cells to a stimulus would be affected by the number of tuft cells that are available to initiate the feed-forward loop. To determine if TAS1R3 influences tuft cell frequency at steady-state, we profiled tuft cell populations across different regions of the gut and found that *Tas1r3*^−/−^ mice had fewer tuft cells compared with WT, with the most pronounced defect in the ileum (Fig. 4A). We further verified the relative reduction of tuft cells in the ileal epithelium of *Tas1r3*^−/−^ animals by measuring RNA expression of the tuft cell markers *Dclk1* and *Trpm5* and by immunofluorescence microscopy, which revealed markedly fewer DCLK1^+^ tuft cells in the absence of TAS1R3 (Fig. 4D, Supplemental Fig. 2). Because IL-13 stimulates epithelial progenitor cells to differentiate into both tuft cells and goblet cells (1–4), we also examined the number of goblet cells in the ileum of WT and *Tas1r3*^−/−^ mice at steady-state but found no significant difference (Fig. 4B, 4C). We confirmed that other epithelial populations remained largely unchanged in *Tas1r3*^−/−^ mice by measuring the expression of representative gene markers for intestinal epithelial cell subsets (25) (Fig. 4D). One notable exception was the stem cell–regulating gene *Ascl2*. Although *Ascl2* is a signature gene associated with intestinal epithelial stem cells, it is also expressed by tuft cells (26) and therefore the decrease in *Ascl2* expression in the epithelium of *Tas1r3*^−/−^ mice may reflect the reduced number of tuft cells rather than changes in the stem cell population. Therefore, we surmised that TAS1R3 is required for maintenance of homeostatic levels of tuft cells and that the few ileal tuft cells present in *Tas1r3*^−/−^ mice cannot trigger the IL-25–and IL-13–dependent feedback loop required for expansion with the same kinetics seen in WT mice.

To understand how TAS1R3 regulates intestinal tuft cells, we next measured the expression of *Tas1r3*, *Dclk1*, and *Trpm5* in epithelial cells harvested from the duodenum, jejunum, ileum, and colon of WT mice. Although the expression of the tuft cell markers *Dclk1* and *Trpm5* was relatively consistent across the small intestine, Tas1r3 expression was elevated in the ileum (Fig. 5). This pattern of *Tas1r3* expression inversely correlated with the severity of the tuft cell defect in *Tas1r3*^−/−^ mice. To identify intestinal TAS1R3 ligands that alter tuft cell frequency, we generated organoids from the ileal epithelium of *Gfi1b*^*eGFP/+*^ and *Gfi1b*^*eGFP/*+^ × *Tas1r3*^−/−^ mice. In this system, TAS1R3 did not affect baseline tuft cell abundance or the IL-13–induced increase in tuft cell frequency (Fig. 6A). This observation led us to consider potential sources of TAS1R3 ligands in vivo. The microbiota is a rich source of ligands for host receptors, so we compared the number of tuft cells in the ileum of conventionally raised SPF WT and *Tas1r3*^−/−^ mice with GF mice. GF mice had a similar frequency of tuft cells as conventional WT mice but significantly more tuft cells than *Tas1r3*^−/−^ mice (Fig. 6B), suggesting that the microbiota is not an important source of TAS1R3 ligands in the ileum.

In lingual taste cells, TAS1R3 forms a heterodimer either with TAS1R1 to detect umami flavor or TAS1R2 to detect sweet flavor (27). However, in the ileum, we observed considerably lower expression of *Tas1r1* and *Tas1r2* compared with *Tas1r3* (Fig. 2A), suggesting that many common sweet- and umami-taste agonists may not stimulate intestinaltuft cells. Therefore, tomimic adietary agonist of TAS1R3, we fed mice the artificial sweetener sucralose, which has been reported to target TAS1R3 directly (28). 

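In the sorted ileal tuft cells of Fig. 2A, Tas1r1 (ENSMUSG00000028950.3; chromosome 4 of GRCm38, 152027914 to 152038568, minus strand, 6 exons) was listed at 0 in replicates 1, 2, 4 and 5, and at 0.94 TPM in replicate 3 and 2.38 TPM in replicate 6. Tas1r2 (ENSMUSG00000028738.14; chromosome 4, 139653538 to 139670280, plus strand, 6 exons) was listed at 0 in replicates 1, 2, 3 and 6, and at 0.19 TPM in replicate 4 and 1.32 TPM in replicate 5, which lay far above the other libraries. On the log2(TPM + 1) scale, Tas1r3 exceeded Tas1r2 in 6 of 6 libraries, by 2.01 ± 1.10 (SD, n = 6). The exact sign-flip permutation test gave p = 0.03125, the smallest that 6 libraries allow, and the adjusted p of 0.09375 did not pass 0.05. Tas1r3 exceeded Tas1r1 in 4 of 6 libraries, by 1.81 ± 1.63 (SD, n = 6), and this difference did not pass 0.05 (exact sign-flip permutation test, p = 0.125, adjusted p = 0.125). The exact Mann-Whitney test without pairing gave p = 0.0130 for Tas1r1 (adjusted p = 0.0195) and p = 0.00433 for Tas1r2 (adjusted p = 0.0130). With each library left out in turn, the difference from Tas1r1 stayed between 1.46 and 2.22 and that from Tas1r2 between 1.71 and 2.28. Within replicates 1 to 3, Tas1r3 exceeded Tas1r1 by 2.00 ± 2.02 and Tas1r2 by 2.32 ± 1.48 (SD, n = 3), and within replicates 4 to 6 by 1.61 ± 1.56 and 1.71 ± 0.743 (SD, n = 3). From the lower expression of the partner subunits, the paper proposes that many sweet and umami agonists, which act on receptors formed with TAS1R2 or TAS1R1, may not act on intestinal tuft cells, and it went on to use sucralose as an agonist of TAS1R3 itself.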

After feeding mice 2, 20, or 100 mM sucralose in the drinking water for 8 d, we did not observe a significant change in tuft cell abundance in either the duodenum or the ileum (Supplemental Fig. 3). Similarly, rebaudioside A, a steviol glycoside that potentiates TRPM5 signaling (29), did not increase tuft cell frequency (Supplemental Fig. 3). Because the TAS1R3 receptor putatively activates the canonicaltastesignal transductionpathway involving PLCβ2, we measured the frequency of tuft cells in the ileum of *Plcb2*^−/−^ mice at homeostasis. Surprisingly, there were significantly fewer tuft cells in *Tas1r3*^−/−^ mice than *Plcb2*^−/−^ mice (Fig. 6C). This defect was not observed in mice lacking another tuft cell–regulating GPCR, GPR91. Additionally, there were fewer tuft cells in *Tas1r3*^−/−^ than in *Stat6*^−/−^ mice (Fig. 6C). Together, these findings imply that TAS1R3 may not regulate tuft cell abundance through currently established taste chemosensory pathways or through IL-13/IL-4 activation of STAT6 signaling.

## DISCUSSION

In this study, we found that the canonical taste receptor TAS1R3 regulates homeostatic tuft cell abundance, particularly in the ileum, where the frequency of tuft cells is reduced by ~95% in *Tas1r3*^−/−^ mice. The loss of tuft cells significantly decreases the sensitivity of *Tas1r3*^−/−^mice to antiparasite immunity–inducing stimuli like *T. muris* and succinate. In contrast to previous work on tuft cell receptors, which focused on the direct sensing of parasite products (6, 7, 9), our study revealed that TAS1R3 indirectly affects intestinal immunity by shaping epithelial cell subset composition at baseline. The bimodal distribution of high and low tuft cell levels in *Tas1r3*^−/−^ mice fed succinate, with an increasing proportion of mice with high levels of tuft cells after longer treatment, suggests that the lower baseline levels of tuft cells in *Tas1r3*^−/−^ mice delay the feed-forward expansion loop. Although the tuft cell response to succinate in *Tas1r3*^−/−^ mice can be partially compensated for over time, even after 4 wk of succinate treatment, ~50% of *Tas1r3*^−/−^ mice display no change in tuft cell abundance. This observation is consistent with several possibilities. The relatively low frequency of tuft cells at baseline in *Tas1r3*^−/−^ mice may slow the response kinetics in some animals, whereas others may never reach the threshold necessary to engage the tuft cell feed-forward loop. Alternatively, the kinetics may suggest a role for other cell populations expressing TAS1R3.

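The RNA-sequencing libraries of sorted ileal tuft cells in which Tas1r3 was measured also held transcripts of genes used as markers of other epithelial cell types, whose cell of origin was not tested. Tuft cell genes were abundant, with 628.3 ± 130 TPM of Dclk1, 398.8 ± 139 TPM of Sucnr1, 108.7 ± 32.6 TPM of Gfi1b and 62.4 ± 14.5 TPM of Il25 (SD, n = 6 each). The median of a list of 14 tuft cell markers, of which 13 were found in the table, was 8.79 ± 0.410 on the log2(TPM + 1) scale (SD over 6 libraries). Over lists fixed before the data were examined, the corresponding medians were 10.21 ± 1.09 for 7 Paneth cell genes, 8.06 ± 1.08 for 7 goblet cell genes and 7.78 ± 0.775 for 8 enterocyte genes. The Paneth cell genes together had 4811 to 30767 TPM per library, against 7221 to 12050 TPM for the tuft cell markers. The list of 9 enteroendocrine genes had a low median of 1.99 ± 1.17. Its most abundant gene, Sct, had 383.8 ± 50.5 TPM (SD, n = 6). Gcg, which encodes the precursor of GLP-1 and GLP-2 in L cells, was listed at 0, 45.5, 45.7, 4.72, 8.36 and 5.05 TPM in replicates 1 to 6, and thus above 0 in 5 of 6 libraries. Without the non-tuft epithelium in the same data, the share of Tas1r3 transcripts that came from each cell type was not measured.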

We confirmed that tuft cells in the ileum express *Tas1r3*, but we cannot exclude the influence of *Tas1r3* expression by other cell types on tuft cell frequency. For example, a subtype of enteroendocrine cell, the L cell, also expresses *Tas1r3* (30). L cells are particularlyabundant in the distal small intestine and colon and are characterized in part by the secretion of the hormones GLP-1 and GLP-2. These peptides function as incretin hormones but can also remodel the gut through increased small intestinal growth and epithelial proliferation (31, 32). GLP-1 secretion by duodenal L cells is decreased in *Tas1r3*^−/−^ mice (33), but the effect of these peptides on the differentiation or stability of tuft cells is unknown. Nonetheless, our data support that among the epithelial subsets, tuft cells are uniquely reduced in *Tas1r3*^−/−^ mice. However, intestinal tuft cells are heterogeneous (25, 34), and future work is needed to determine if TAS1R3 supports the differentiation or stability of all tuft cells or only specific tuft cell subpopulations.

To identify endogenous ligands for TAS1R3, we investigated the role of both the gut microbiota and specific dietary sugars on tuft cell frequency. The ilea of GF and conventionally raised SPF mice contained a similar abundance of tuft cells and significantly more tuft cells than conventionally raised SPF *Tas1r3*^−/−^ mice. This observation suggests that microbial stimuli do not stimulate TAS1R3 to sustain normal tuft cellfrequency. Mice fedthe artificial sweetener sucralose also failed to expand tuft cells in either the duodenum or the ileum. Future efforts to identify intestinal TAS1R3 ligands may be aided by determining whether intestinal TAS1R3 functions as a homodimer or a heterodimer with another class C GPCR. Additionally, our study highlights a potential opportunity to understand intestinal tuftcell regulationin humans. TAS1R3 is expressed within the human intestine (35, 36), and natural genetic variation in *TAS1R3* accounts for significant differences in sweet perception among the population (37). Whether genetic differences in TAS1R3 can regulate human intestinal tuft abundance and type 2 immunity awaits further investigation.

## Supplementary Material

1

## Figures and Tables

**FIGURE 1.**
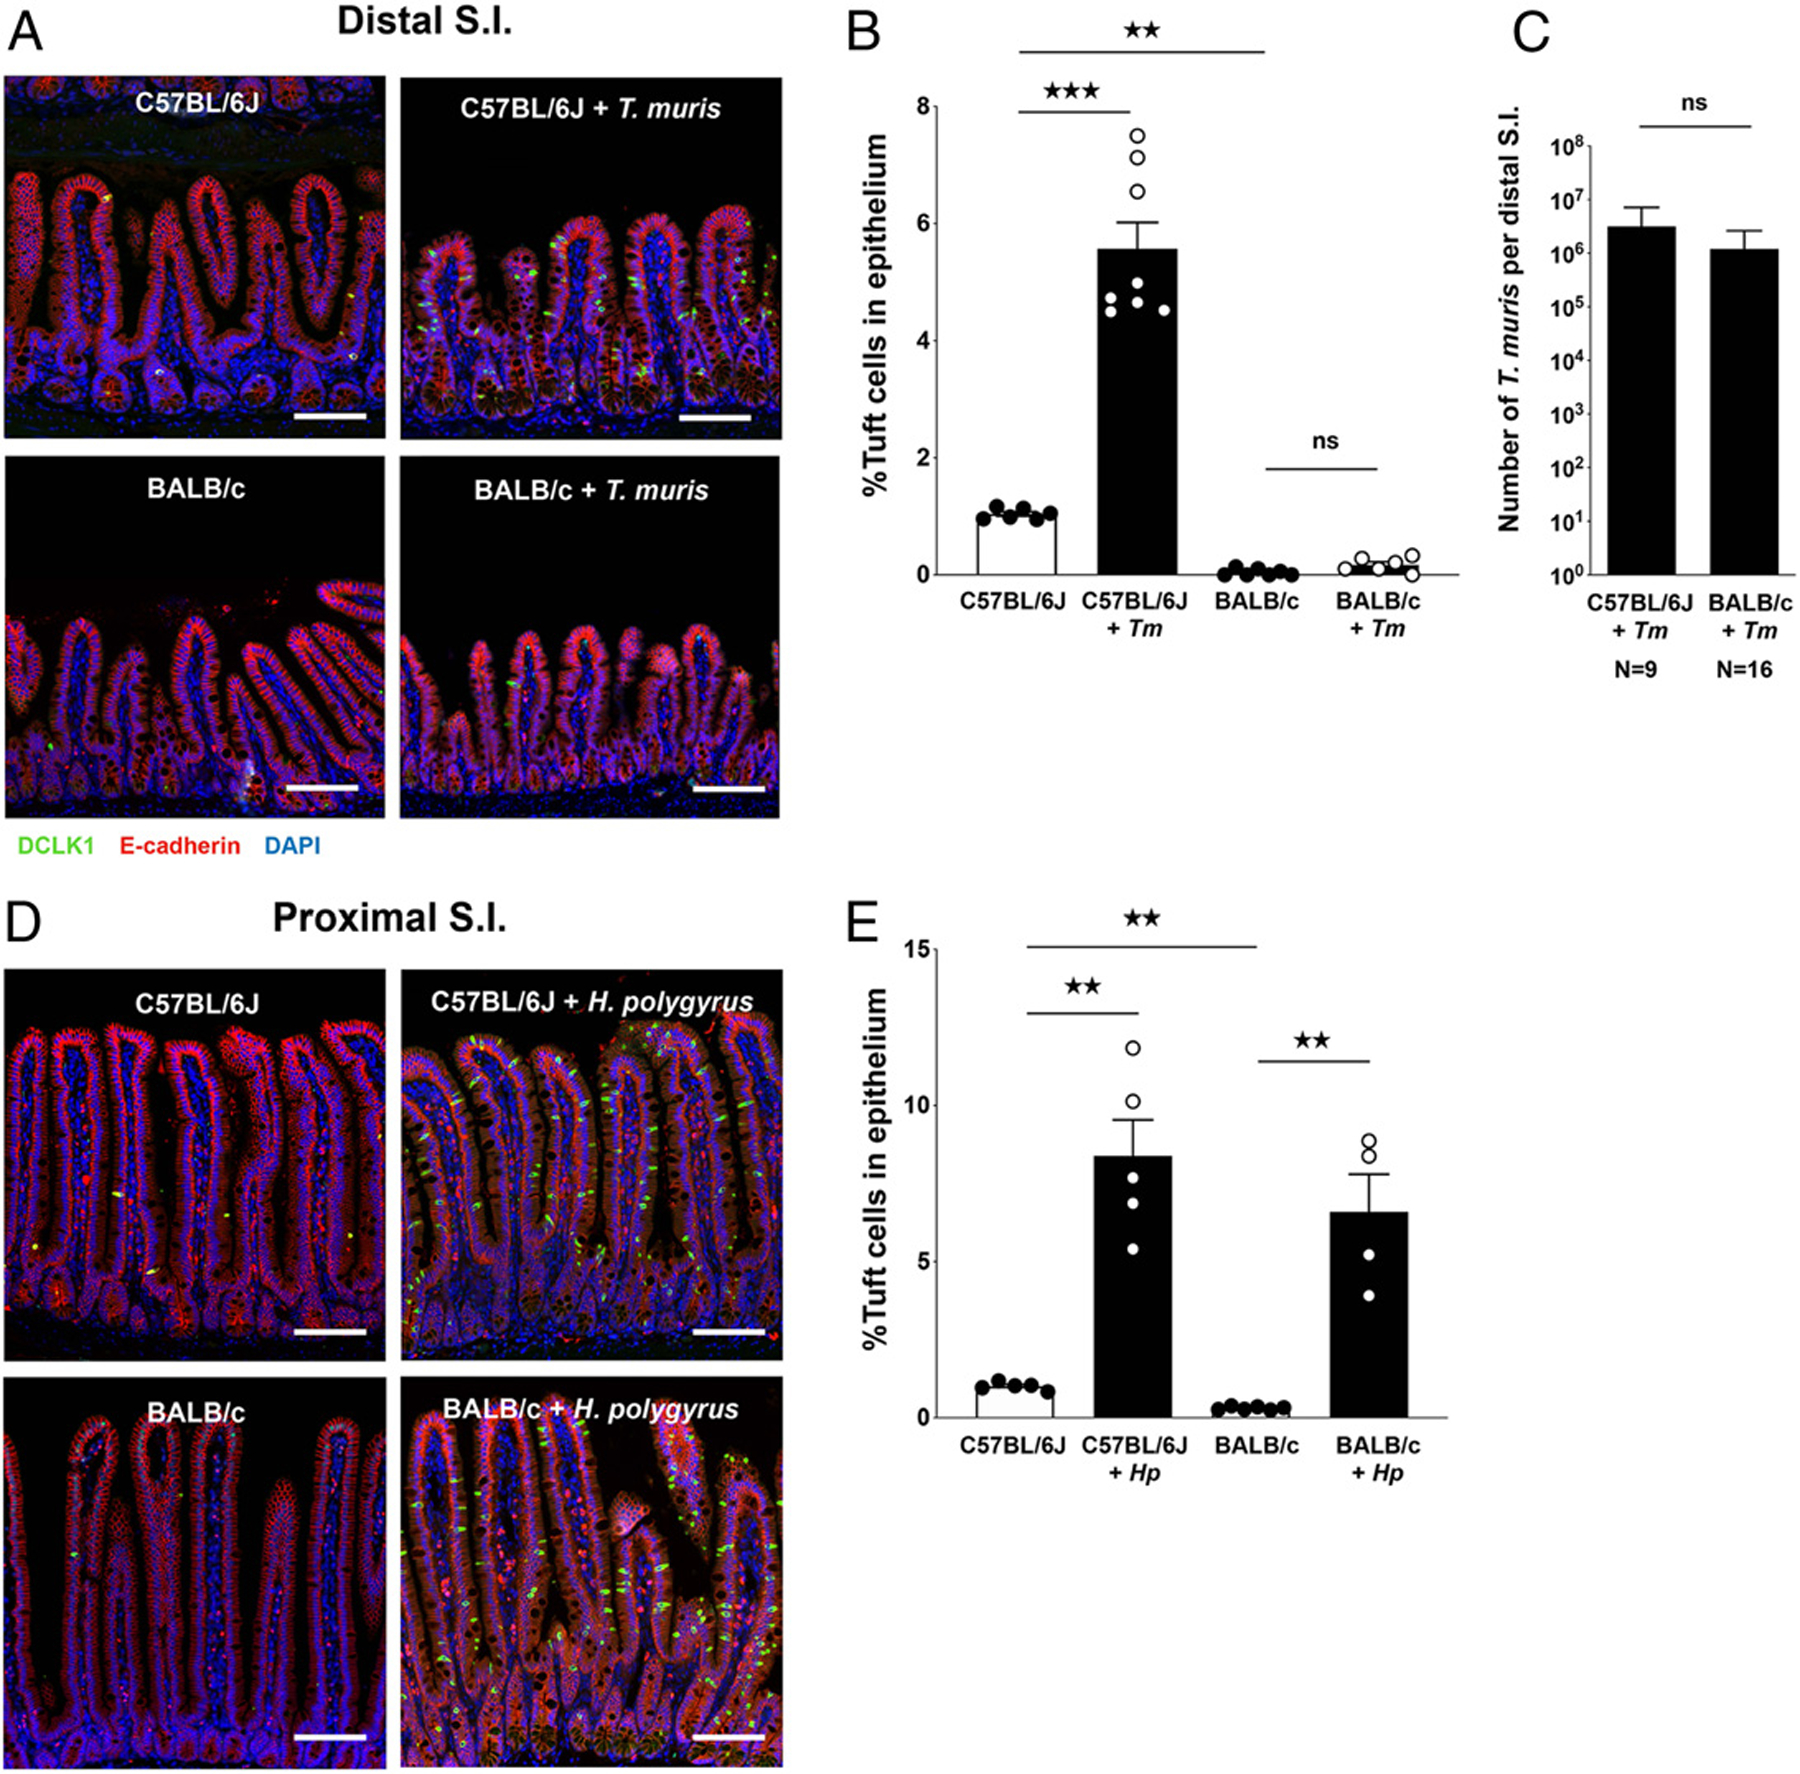
Tuft cell responses differ in C57BL/6J and BALB/c mice to the protozoa *T. muris* but not the helminth *H. polygyrus*. (**A**) Representative distal small intestine (SI) images from uninfected and *T. muris*–colonized C57BL/6J and BALB/c mice (scale bar, 100 μm) and (**B**) tuft cell frequency at day 18 postinfection. (**C**) *T. muris* abundance in distal SI contents determined by qPCR. (**D**) Representative proximal SI images from uninfected and *H. polygyrus*–infected C57BL/6J and BALB/c mice (scale bar, 100 mm) and (**E**) tuft cell frequency at day 14 postinfection. Each symbol represents an individual mouse, and all data are representative of two independent experiments. Data are plotted as means with SEM. ***p < 0.001, **p < 0.01. n.s., not significant using the Mann–Whitney *U* test.

**FIGURE 2.**
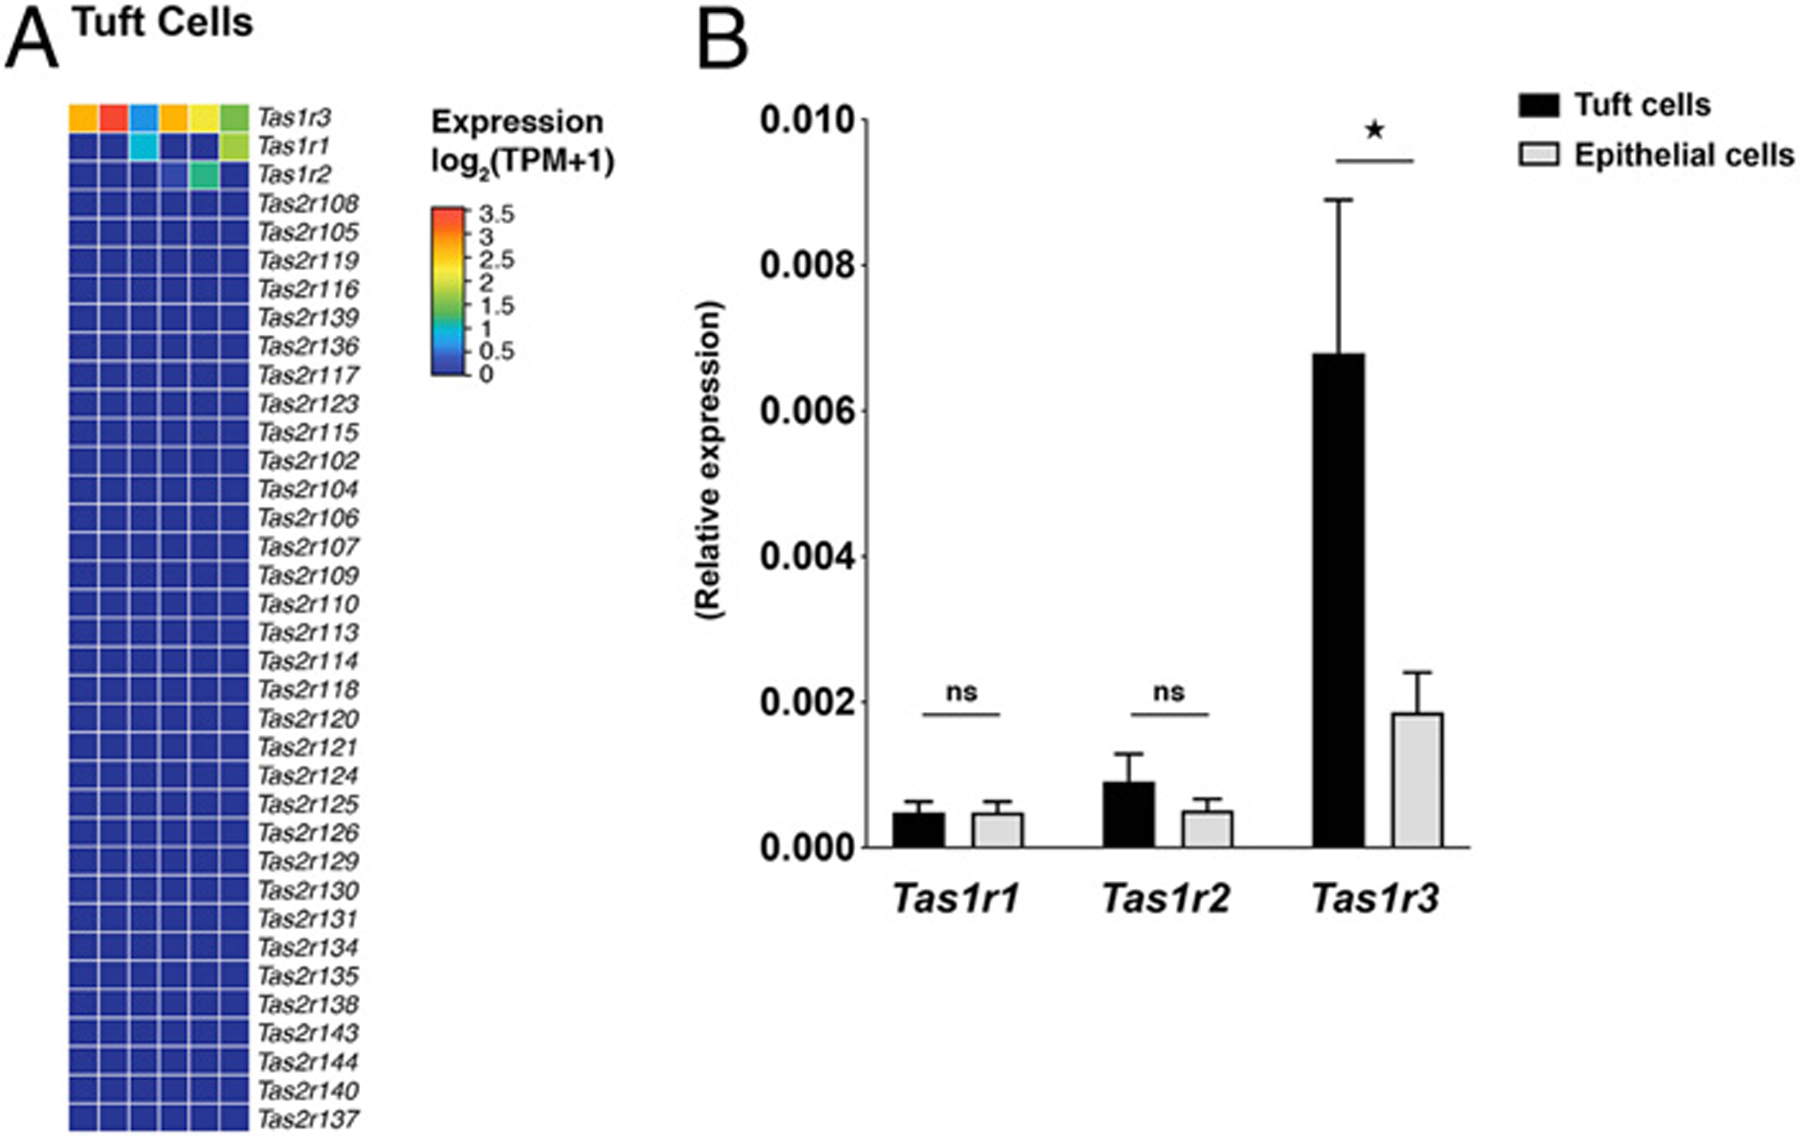
Small intestinal tuft cells express the type 1 taste receptor *Tas1r3*. (**A**) Type 1 and 2 taste receptor expression in sorted C57BL/6J distal small intestinal tuft cells determined by RNA-sequencing. (**B**) Type 1 taste receptor gene expression in sorted distal small intestine tuft cells determined by qPCR compared with the non–tuft cell epithelium. Data represent six independent samples (A) or two independent experiments (B). Data are plotted as means with SEM. *p < 0.05, Mann-Whitney *U* test.

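In the 6 libraries of Fig. 2A, Tas1r3 was a gene of low to middle abundance, at the 9.36th to 47.8th percentile of the genes listed above 0 in each library (median 32.2). Of the genes that act downstream of taste receptors, Plcb2, Trpm5 and Gnat3 were more abundant than Tas1r3 in every library, while Gnb3 had 0 to 12.5 TPM and lay below Tas1r3 in replicates 1, 2, 4 and 5. Plcb2 had 249.4 ± 48.8 TPM, Trpm5 had 1141 ± 211 TPM and Gnat3, the gene of the taste G protein gustducin, had 146.2 ± 42.0 TPM (SD, n = 6 each). The TPM of Plcb2 was 25.7 to 271 times that of Tas1r3 in the same library, with a median of 60.1.

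**Figure D2:**
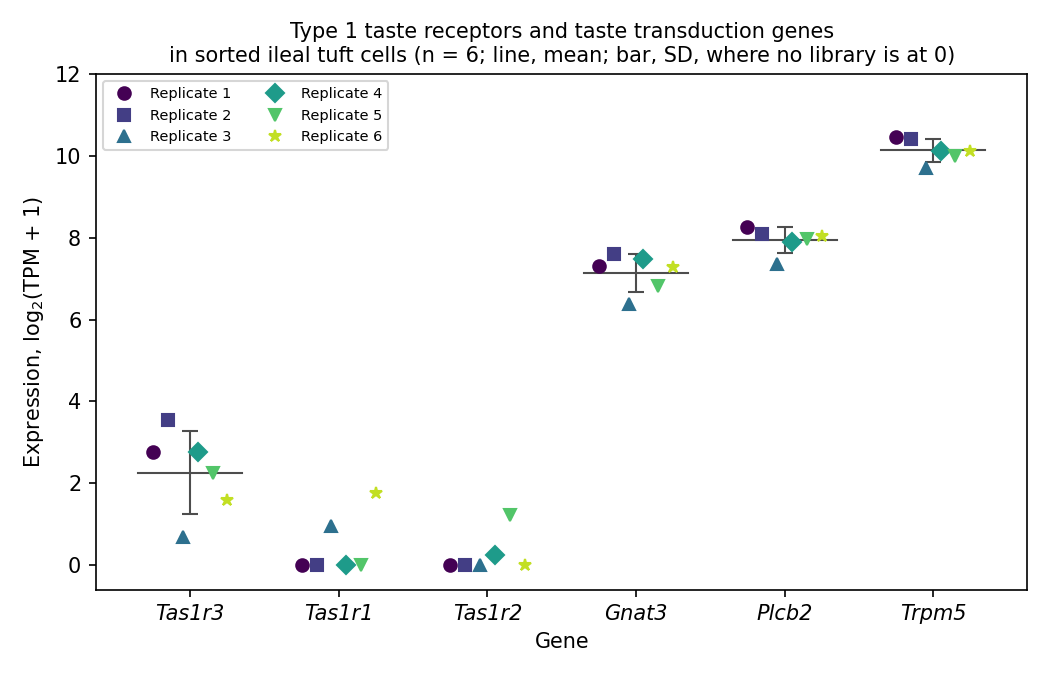
Expression in log2(TPM + 1) of the 3 type 1 taste receptor genes and of Gnat3, Plcb2 and Trpm5 in sorted ileal tuft cells. Each symbol is 1 of 6 libraries, and lines and bars are the mean and SD, left out for Tas1r1 and Tas1r2, which are listed at 0 in some libraries; Tas1r3 runs from 0.68 to 3.54 and lies below the 3 downstream genes in every library.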

**FIGURE 3.**
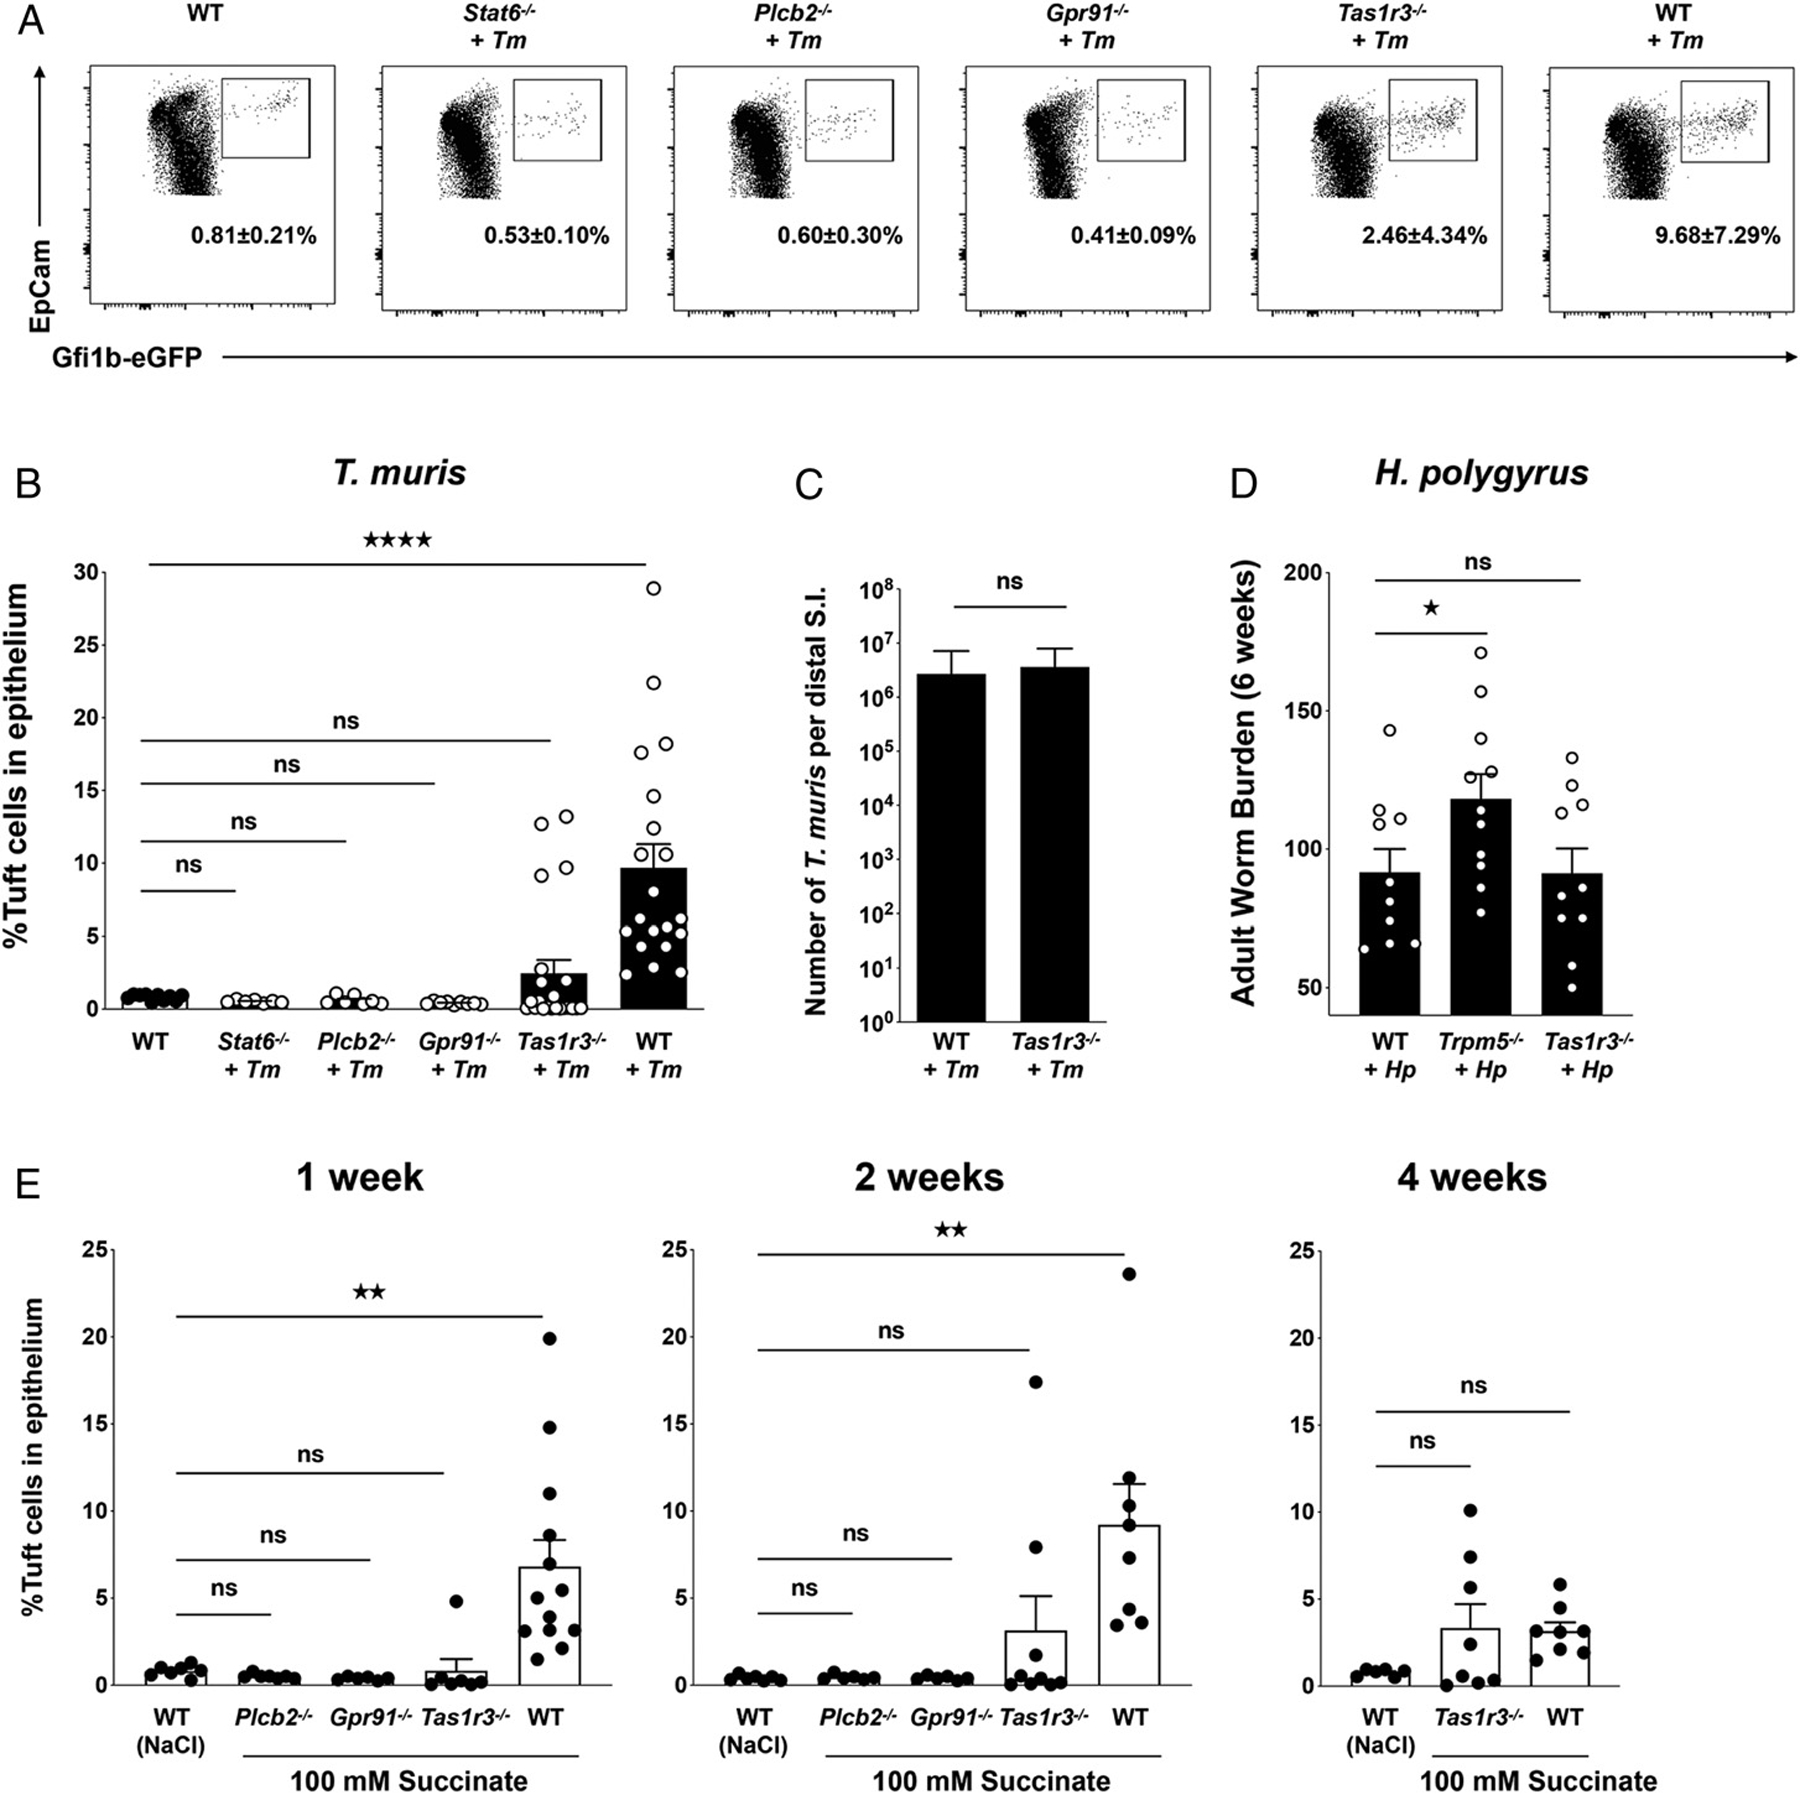
TAS1R3 affects distal small intestinal tuft cell response to expansion stimuli. (**A**) Representative flow cytometry plots of live, CD45^−^EpCAM^+^ intestinal epithelial cells from uninfected or *T. muris*–colonized WT (*Gfi1b*^*eGFP/+*^) C57BL/6J, *Gfi1b*^*eGFP/+*^ *Stat6*^−/−^, *Gfi1b*^*eGFP*/+^ *Plcb2*^−/−^, *Gfi1b*^*eGFP/+*^ *Gpr91*^−/−^, and *Gfi1b*^*eGFP/+*^ *Tas1r3*^−/−^ mice and (B) tuft cell frequency. (**C**) *T. muris* abundance in distal small intestine (SI) contents determined by qPCR. (**D**) *H. polygyrus* worm burden in proximal SI at 6 wk postinfection. (**E**) Tuft cell frequency determined by flow cytometry after 1, 2, or 4 wk of feeding succinate or NaCl in the drinking water. Each symbol represents an individual mouse, and all data are representative of at least two independent experiments. Data are plotted as means with SEM. ****p < 0.0001, **p, 0.01, *p < 0.05, one-way ANOVA with Holm–Sidak test or Mann–Whitney *U* test. ns, not significant.

**FIGURE 4.**
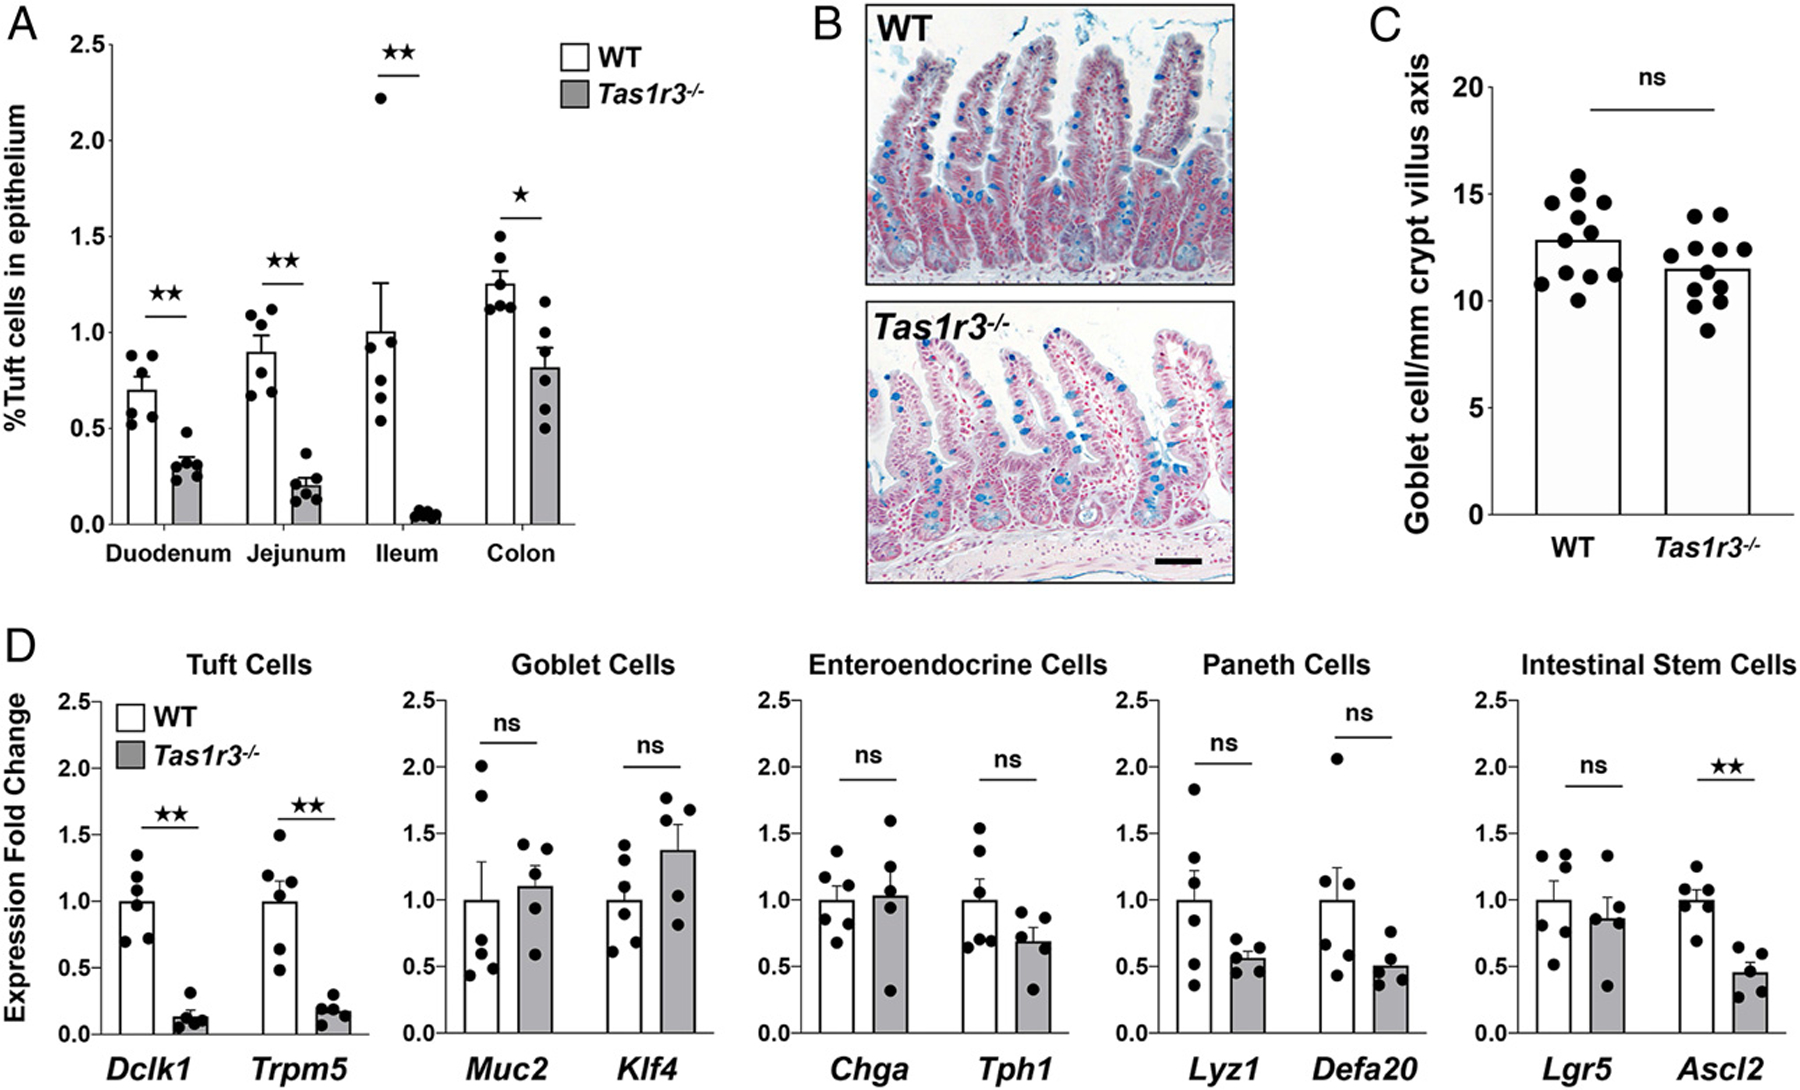
TAS1R3 regulates homeostatic tuft cell abundance. (**A**) Tuft cell frequency determined by flow cytometry in the duodenum, jejunum, ileum, and colon of C57BL/6J WT (*Gfi1b*^*eGFP/+*^) and *Tas1r3*^−/−^ (*Gfi1b*^*eGFP/+*^ *Tas1r3*^−/−^) at steady-state. (**B**) Representative distal small intestine images of Alcian blue and nuclear red staining (scale bar, 50 μm) and (**C**) goblet cell frequency at steady-state. (**D**) Expression of epithelial cell subset marker genes determined by qPCR in the epithelial fraction of the distal small intestine of WT and *Tas1r3*^−/−^ mice at steady-state. Each symbol represents an individual mouse, and all data are representative of three independent experiments. Data are plotted as means with SEM. **p, 0.01, *p, 0.05, one-way ANOVA with Holm–Sidak test or Mann–Whitney *U* test. ns, not significant.

**FIGURE 5.**
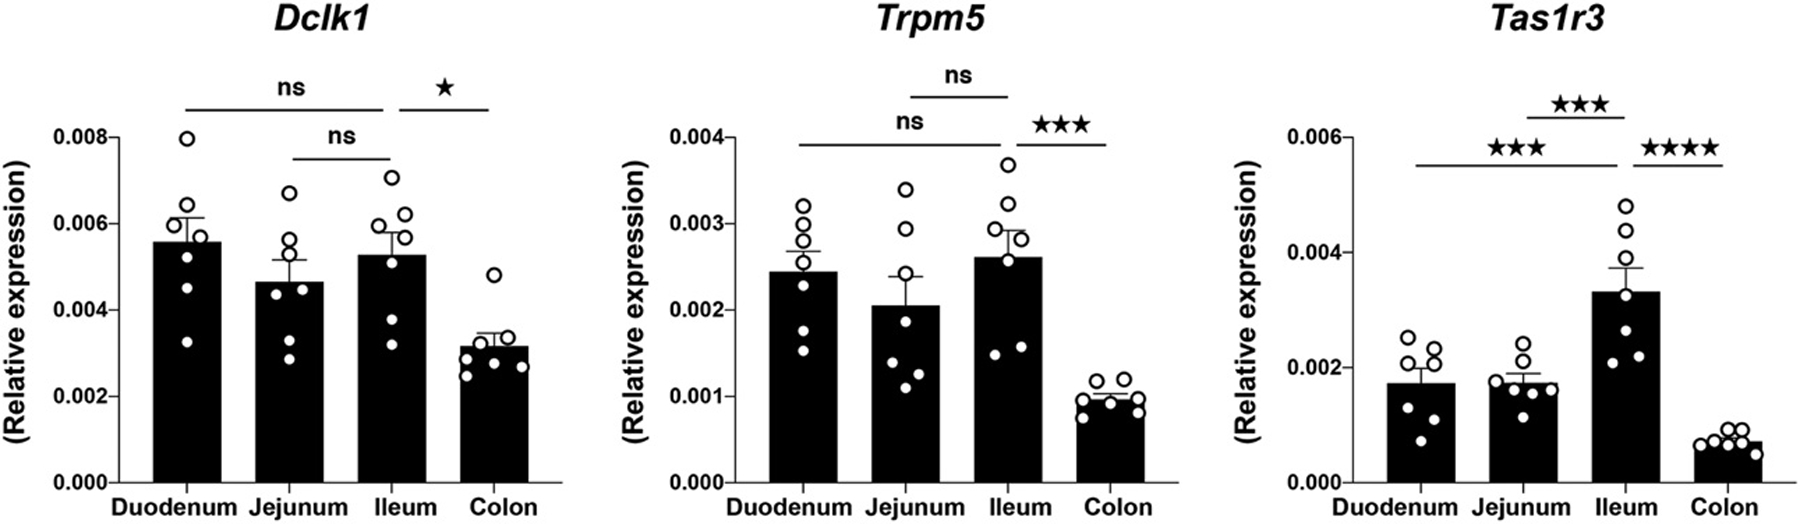
Epithelial expression of TAS1R3 is highest in the ileum. Expression of *Dclk1*, *Trpm5*, and *Tas1r3* determined by qPCR in the epithelial fraction of the indicated intestinal region in WT C57BL/6J mice. Data are plotted as means with SEM. ****p, 0.0001, ***p, 0.001, *p, 0.05, one-way ANOVA with Holm–Sidak test. ns, not significant.

**FIGURE 6.**
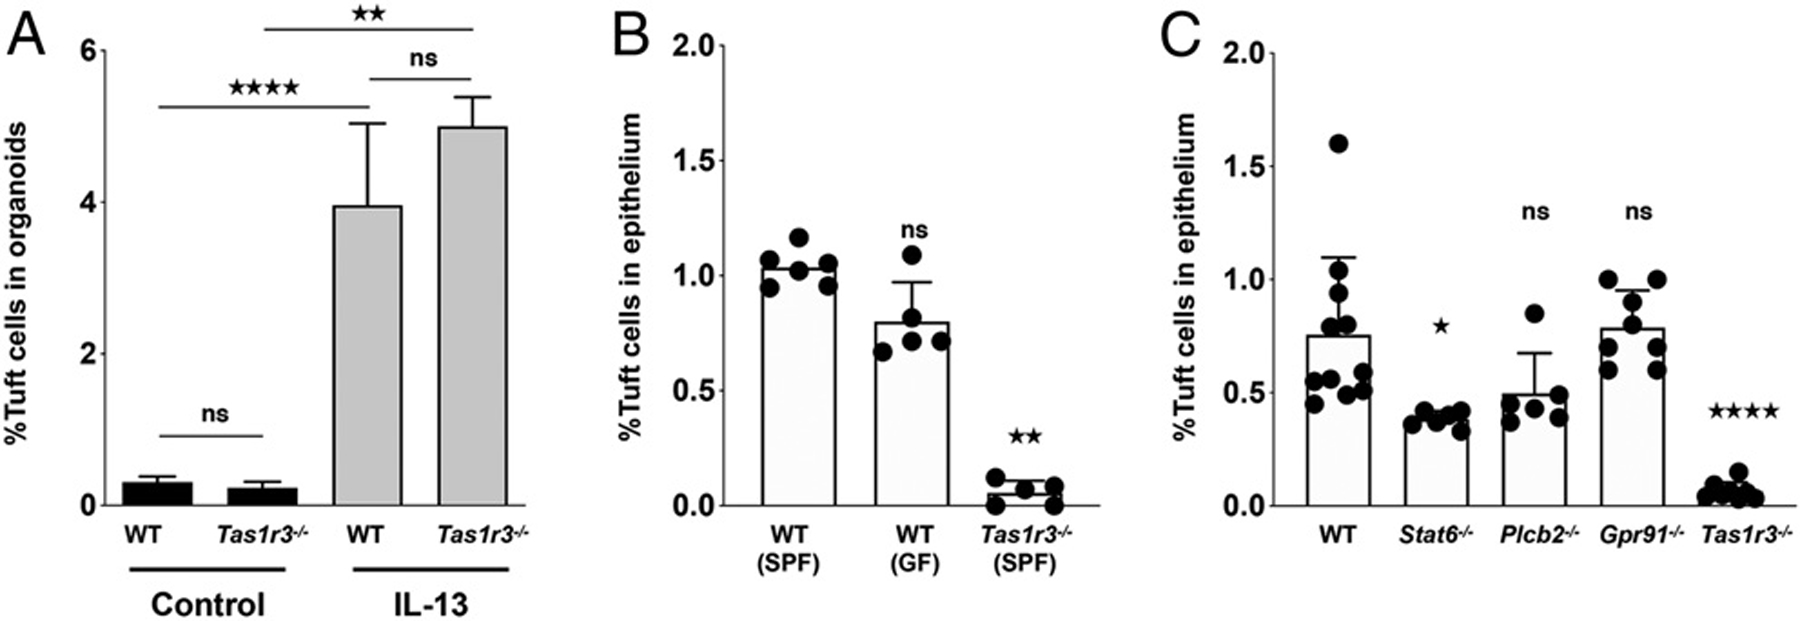
Analysis of potential TAS1R3 ligands and signaling pathways. (**A**) GFP^+^ tuft cell abundance determined by flow cytometry of WT and *Tas1r3*^−/−^ distal small intestine (SI) organoids with or without 48-h rIL-13 treatment. (**B**) Distal SI tuft cell abundance determined by immunofluorescence in SPF and GF mice. (**C**) Distal SI tuft cell abundance determined by flow cytometry at steady-state. Each symbol represents an individual mouse, and all data are pooled from at least two independent experiments. Data are plotted as means with SEM. ****p, 0.0001, **p, 0.01, *p, 0.05, Mann–Whitney *U* test. ns, not significant.

## Abbreviations used in this article:

GF: germ-free
GPCR: G protein–coupled receptor
ILC2: type 2 innate lymphoid cell
qPCR: quantitative PCR
SPF: specific-pathogen-free
TRPM5: transient receptor potential cation channel subfamily M member 5
WT: wild-type
WTA: whole transcription amplification

# Supplementary material for: The Taste Receptor TAS1R3 Regulates Small Intestinal Tuft Cell Homeostasis
**Source:** Immunohorizons. Author manuscript; Available in PMC 2020 May 4.
**Supplement:** 1

**Fig. S1**

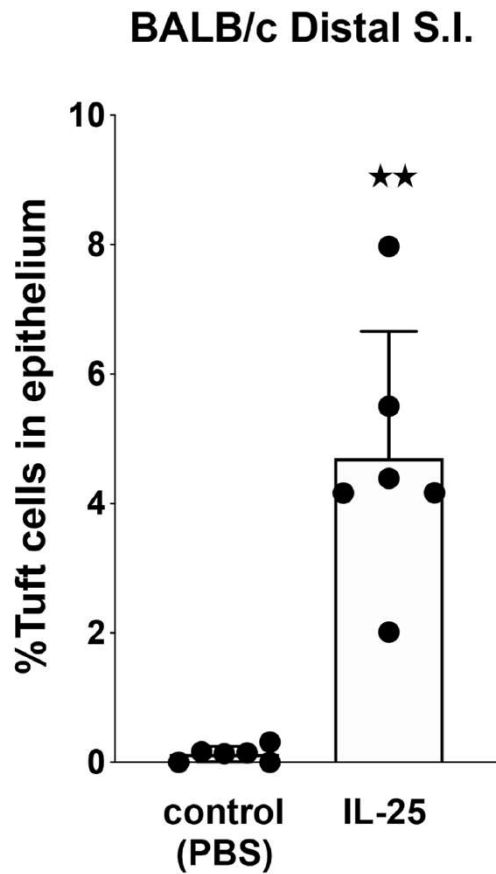

**Figure S1. BALB/c mice expand distal SI tuft cells in response to IL-25.** Tuft cell abundance determined by immunofluorescence after 1 week of IL-25 injection. Each symbol represents an individual mouse, and data are pooled from two independent experiments. Data are plotted as means with SEM. Two stars,  $P < 0.01$ . Mann-Whitney test.

**Fig. S2**

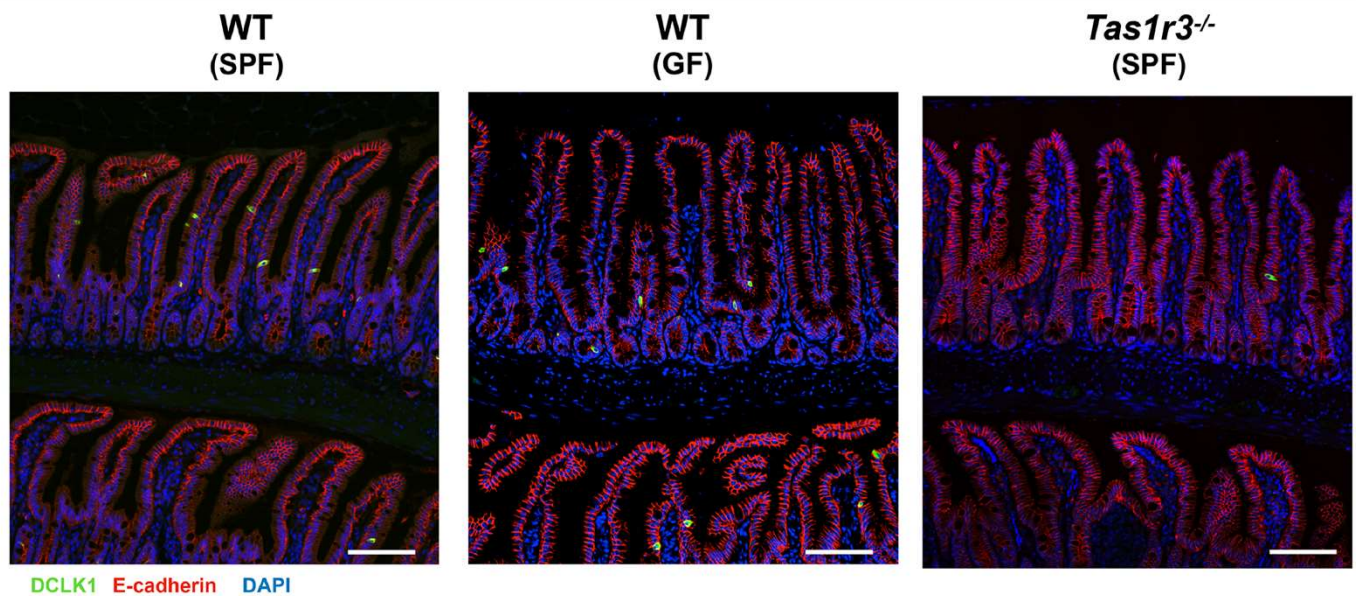

**Figure S2.** Distal SI tuft cells in C57BL6/J WT specific-pathogen-free (SPF), WT germ free (GF) and *Tas1r3*<sup>-/-</sup> (SPF) mice. Scale bars, 100 μm.

**Fig. S3**

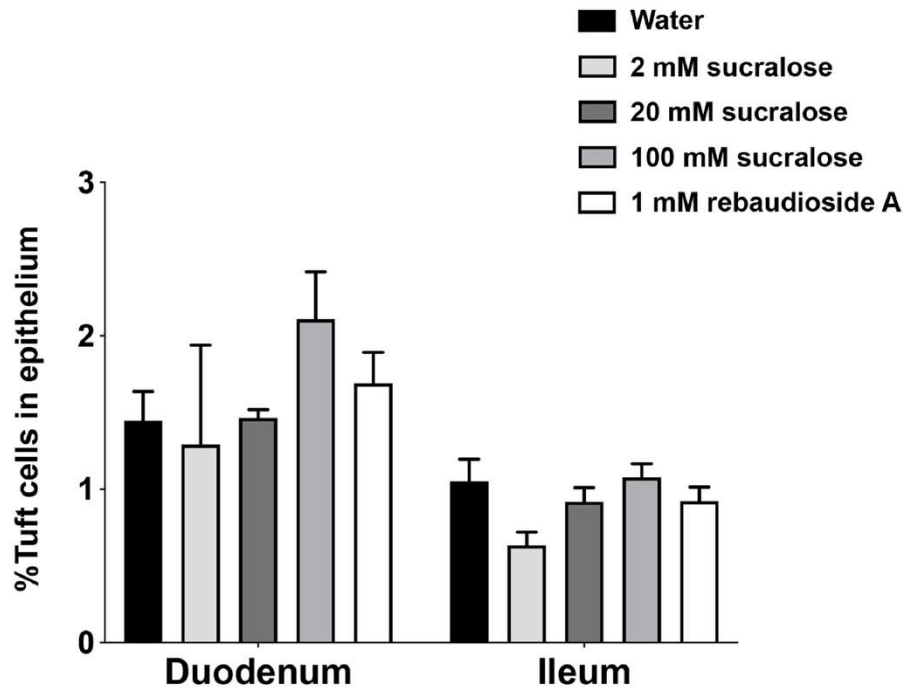

**Figure S3. Taste pathway agonists do not expand intestinal tuft cells.** Tuft cell abundance determined by flow cytometry after WT (*Gfi1b<sup>eGFP/+</sup>*) C57BL/6J mice were fed sucralose or rebaudioside A in the drinking water at the indicated concentrations for 8 days. Data are representative of 2 to 8 biological replicates per group and plotted as means with SEM.

How the deposited data were processed for this re-analysis (not part of the article)

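RNA from tuft cells sorted from the ileum of Gfi1b-eGFP/+ C57BL/6J mice was sequenced in 6 libraries, which form 1 group. The authors converted the sequencer output with Bcl2Fastq v2.17.1.14, aligned the paired-end reads to the UCSC mm10 mouse transcriptome with Bowtie, allowing 1 mismatch, fragments of up to 2000 bases and at most 15 alignments per read, and deposited gene expression as TPM from RSEM v1.2.3. RSEM divides reads that align to several transcripts between them by estimated shares, so values of near-identical paralogs, such as the alpha-defensin genes, are uncertain. The strand setting and any filter on genes are not given in the sources used here. The authors also name DESeq2 for differential expression; DESeq2 was not used here, and no such comparison is reported from these libraries.

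The deposited TPM values are given to 2 decimals for 23420 genes, and each library sums to 1000000 within rounding. TPM keeps no read number, so the depth of each library is unknown, no counting interval or detection limit was computed, and no count model was run. The number of genes listed above 0, 13044 to 13308 per library, was the measure of complexity. Of all genes, 7713 were at 0 in every library and 11047 were above 0 in every library. Because Rn45s takes a large and variable share of TPM (23.1% to 32.6%), the values of all other genes are lowered by a share that differs between libraries.

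The table's columns were matched to the replicates by their numbers. No group comparison exists in these data. The comparisons are of genes within libraries (Tas1r3 with Tas1r1, with Tas1r2 and with the most abundant other taste receptor), by a two-sided exact sign-flip permutation test over 64 assignments of the difference in log2(TPM + 1). The p-values of these 3 tests were adjusted by the Benjamini-Hochberg method. The legend of Fig. 2 names the Mann-Whitney U test without limiting it to a panel, and an exact Mann-Whitney test over 924 assignments was run as an alternative. The sign-flip test was kept as the main test because it had been set so before the data were examined, when the legend had been read as naming no test for Fig. 2A. The correlations of Tas1r3 across libraries with a tuft cell list, an enteroendocrine list and the number of genes listed above 0 used exact permutation over all 720 pairings and the same adjustment over 3 relations. These were also computed after centring within replicates 1 to 3 and 4 to 6, over the 36 pairings within sets.

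The comparisons, their alternatives, the cell type marker lists and the rule for the genes named were set before the data were examined, except where stated. The rule names every gene the paper names that the table holds and every Tas2r gene above 0 in any library. It also names genes of a list of class C G protein-coupled receptors, which is not the whole class, with a mean of at least 1 TPM. The 3 most abundant genes of each marker list and the 10 most abundant genes of the table complete it. Fig. 2A had been seen when the rule was written. Dvl1, Cptp, the Rpl, Olfr and Vmn families, Gm20594 as a split of the libraries and a list of 12 enterochromaffin cell genes were chosen after values had been seen, the last without sight of those genes' values.

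The alternatives were pseudocounts of 0.1 and 0.01 in place of 1, setting values under 0.1 TPM to 0, rescaling between libraries by median-of-ratios factors, the Mann-Whitney test, leaving out each library in turn, other thresholds for a detected gene and, chosen after the data were seen, rescaling without Rn45s and Gm20594, centring within sets of libraries and all alternatives for the means of the named genes. Gene positions come from GENCODE M21 on GRCm38, which was matched by gene symbol, and all 35 Tas2r genes were found there. Gene models of the authors' transcriptome were not used here.

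The count of genes whose values do not overlap between sets of 3 libraries, and the rescaling factors, were tested on simulated data. Of 200 genes among 9106 that were changed 4-fold between replicates 1 to 3 and 4 to 6, 100% were separated. The simulated noise was the same for every gene and small beside a 4-fold change. The 100% was therefore fixed by the setting and does not show how many changed genes would be found in these libraries. Of unchanged genes, 10% were separated per split, a share that ranking 6 untied values fixes on average. The largest error of a rescaling factor was 0.496%, under the same noise. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The quantitative RT-PCR, flow cytometry, microscopy and organoid measurements of the paper, and its knockout and infected mice, were not analysed here.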

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

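The tests of scaling and of the other enteroendocrine genes were chosen after the values in replicate 5 were seen, and the list of enterochromaffin genes was drawn up after that as well, though before the values of its genes were seen.

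In 4 of 57 measures screened, 1 library lay farther from the nearest other than chance would place it in about 1 of 20 groups, by Dixon's ratio of that gap to the whole range (95% critical value for 6 libraries). About 2.85 of 57 would do so by chance, so the number of such measures alone is no evidence of more than chance. All 4 were in replicate 5. Chga was at 40.4 TPM there and at most 6.41 TPM elsewhere (ratio 0.845), Chgb at 59.6 and at most 13.8 TPM (0.769), Tph1 at 11.0 and at most 0.91 TPM (0.917) and Tas1r2 at 1.32 and at most 0.19 TPM (0.856). Without replicate 5 the means fell from 9.80 to 3.68 TPM for Chga, from 13.8 to 4.66 TPM for Chgb, from 2.00 to 0.192 TPM for Tph1 and from 0.252 to 0.038 TPM for Tas1r2. On the log2(TPM + 1) scale the ratio stayed above the critical value for Tas1r2 (0.793) and Tph1 (0.740) and fell below it for Chga (0.485) and Chgb (0.350). After either rescaling, by median-of-ratios factors or without Rn45s and Gm20594, replicate 5 stayed apart for all 4 genes, with a smallest ratio of 0.769, which argues against a scaling difference as the whole cause. The rescalings brought other measures past the critical value. The ratio for Tas1r1, highest in replicate 6, went from 0.605 to 0.659 and 0.674, and that for Plcb2, lowest in replicate 3, from 0.519 to 0.643 and 0.644. For Trpm5, also lowest in replicate 3, it went from 0.317 to 0.622, still below the critical value, and 0.639, past it.

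Chga, Chgb and Tph1 are genes of enteroendocrine cells, so RNA of such cells is a candidate explanation. None of the other 6 genes of the enteroendocrine list was highest in replicate 5 (0 of 6), but 4 of the 6 average below 5 TPM, which keeps open whether enteroendocrine cells as a class were more frequent there. Sct, the most abundant gene of the list, was at 358.2 TPM in replicate 5, within the range of the others. Tph1 marks the enterochromaffin subtype. Of 12 further enterochromaffin genes, 9 were listed above 0 and 1, Gch1, was highest in replicate 5, and 82.0% of 10000 random lists matched on mean expression had as many. Most of these genes are near 0, with Ddc at 14.8 TPM and Gch1 at 11.2 TPM the most abundant on average, so that an enterochromaffin source cannot be told apart from chance. A single or a few captured cells, and amplification of few molecules, remain open, as depth is unknown. The libraries form 1 group, so no biological explanation was tested.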

How the results depend on the processing

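The rescaling without Rn45s and Gm20594, the correlations centred within sets of libraries and all alternatives for the means of the named genes were chosen after the data were seen, and the other alternatives were set beforehand.

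On average over libraries, Tas1r3 exceeded Tas1r1, Tas1r2 and the most abundant other receptor under every alternative run. Pseudocounts and rescalings act alike on both genes of a library. They can change the size of a difference but not which gene is higher in a library, so the kept order under them is no evidence of robustness. The difference from Tas1r2 had an unadjusted sign-flip p of 0.03125 under each pseudocount, filter and rescaling tried. With Tas1r3 higher in 6 of 6 libraries, this p follows from the signs alone, so its constancy shows no robustness. For these comparisons the exact Mann-Whitney test without pairing was the only alternative that changed the side of the unadjusted threshold, with p = 0.0130 for Tas1r1 (difference 1.81) and p = 0.0238 for the most abundant other receptor (difference 1.56), where the sign-flip test gave 0.125 under all other alternatives. By the adjusted p, the Mann-Whitney test put all 3 comparisons below 0.05, where the sign-flip test put none. For Tas1r2 the adjusted p was 0.0130 by the Mann-Whitney test and 0.09375 by the sign-flip test. The latter is the smallest possible with the other comparisons at 0.125. The Mann-Whitney test differs by construction, since it ignores which library a value came from. It therefore does not count the libraries in which Tas1r1 was higher. Of sizes, the log2 differences moved most with the pseudocount, to 6.01 for Tas1r1 and 6.52 for Tas1r2 at 0.01. With each library left out in turn the differences lay between 1.46 and 2.22 (Tas1r1), 1.71 and 2.28 (Tas1r2) and 1.17 and 1.93 (most abundant other), and the mean of Tas1r3 lay between 3.56 TPM (without replicate 2) and 5.57 TPM (without replicate 3). With 5 libraries the smallest p is 0.0625, so these are values without a test.

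The count of 3 taste receptors above 0 and of 4 libraries led by Tas1r3 was the same under each threshold tried. Of the marker lists, 1 moved by more than its spread, the stem cell list, from 4.26 to 5.14 when the mean of the list replaced its median. Its most abundant gene, Olfm4, averaged 8.88 on that scale, and a high gene raises a mean more than a median. Centring within replicates 1 to 3 and 4 to 6 took the correlation of Tas1r3 with the tuft cell list from 0.836 to 0.931 and its unadjusted exact permutation p from 0.0361 to 0.0833, with 36 pairings in place of 720. The mean TPM of all 54 named genes stayed within 1 SD under median-of-ratios rescaling, while 32 of the 52 genes left moved beyond it without Rn45s and Gm20594, as this rescaling raises every value. Without replicate 5 the mean of Tph1 went from 2.00 to 0.192 TPM and that of Tas1r2 from 0.252 to 0.038 TPM, and without replicate 6 that of Tas1r1 went from 0.553 to 0.188 TPM. The rescaling without mitochondrial genes was not run, because 0 genes in the table have an mt- symbol. The sign-flip tests pair genes within each library, and there are no groups of libraries to pair, since the 6 libraries form 1 group. As TPM keeps no depth, how far the zeros of Tas1r1, Tas1r2 and the Tas2r genes reflect shallow sequencing cannot be given.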

Other observations

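Of the tests in this part, the correlations of Tas1r3 with the tuft cell list, the enteroendocrine list and the number of genes listed above 0 were planned, and the tests of Dvl1, of Paneth and goblet genes and of the splits of libraries were chosen after the results were seen.

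Tas1r3 varied 17.7-fold between libraries of 1 group, by 2.86 on the log2(TPM + 1) scale. Tas1r3 was 1.73 to 13.1 times (median 5.42) the TPM that the 36 bases shared with Dvl1 would give if they were covered evenly at the level of Dvl1. The ratio was lowest in replicate 3, and it assumes even coverage and gene models other than the authors', so reads of the shared bases cannot be excluded. Reads that run past the end of Dvl1 remain open as well, although Dvl1 followed Tas1r3 in part only. Both were lowest in replicate 3, but in the other libraries Dvl1 stayed between 76.9 and 87.7 TPM while Tas1r3 ran from 2.00 to 10.6 TPM. The TPM of Tas1r3 per TPM of Dvl1 varied 7.54-fold, which cannot be set against counting error without depth. Tas1r3 rose with the tuft cell list (Pearson r = 0.836, exact permutation p = 0.0361, adjusted p = 0.108; Spearman rho = 0.899, exact p = 0.0278, adjusted p = 0.0833; n = 6), and r was 0.869 without replicates 1 and 2, the farthest from the median of the list. Under the other pseudocount and the rescalings r was 0.809 to 0.906 with unadjusted exact p of 0.0472 to 0.0167. The relation passes 0.05 before adjustment and fails it after; requiring the adjusted value was decided after the values were seen. A share of tuft cells that differs between libraries may therefore add to the spread, but 6 libraries cannot tell. No relation was detected with the enteroendocrine list (r = -0.396, exact p = 0.436, adjusted p = 0.654; rho = -0.406, exact p = 0.433, adjusted p = 0.433; r = -0.623 without replicates 1 and 5) or with the number of genes listed above 0 (r = 0.107, exact p = 0.847, adjusted p = 0.847; rho = 0.464, exact p = 0.372, adjusted p = 0.433), where r became 0.989 without replicates 1 and 5, so that this relation rests on which libraries enter. With each measure centred within replicates 1 to 3 and 4 to 6, a check chosen after the results were seen, the correlation of Tas1r3 was 0.931 with the tuft cell list (exact permutation p = 0.0833 over the 36 pairings within sets, adjusted p = 0.25), -0.392 with the enteroendocrine list (exact p = 0.611, adjusted p = 0.889) and 0.0993 with the number of genes listed above 0 (exact p = 0.889, adjusted p = 0.889). With values ranked within each set, these were 0.75 (exact p = 0.278, adjusted p = 0.5), -0.5 (exact p = 0.5, adjusted p = 0.5) and 0.5 (exact p = 0.5, adjusted p = 0.5).

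Transcripts of genes used as Paneth cell markers were abundant in the sorted tuft cells, with 5147 ± 4080 TPM of Defa24 and 1537 ± 1137 TPM of Lyz1 (SD, n = 6). The sum of the Paneth list differed 6.40-fold between libraries, from 4811 TPM in replicate 2 to 30767 TPM in replicate 4. The next highest sum was 18979 TPM in replicate 5, so the size of this fold rests in part on replicate 4. The alpha-defensin paralogs share reads, so the test used Lyz1, Ang4, Mmp7 and Itln1. Their mean pairwise correlation across libraries was 0.839, at the 99.8th percentile of 10000 matched random lists, whose 95th percentile was 0.630. This form was chosen after all 7 genes had been tested (0.896, percentile 100). The value is consistent with RNA of Paneth cells reaching the sorted libraries in differing amounts, as a hypothesis. A lower share of tuft cells alone would raise the genes of all other types alike. Deviations of Paneth and goblet genes from their own means lay farther apart over the 6 libraries than those of lists made by reassigning their 11 genes (exact permutation p = 0.0182 over 330 assignments), which argues against that as the whole cause, while the means of the 7-gene lists showed no opposite trend over the libraries (Pearson r = 0.375, exact permutation p = 0.460; Spearman rho = 0.257, exact p = 0.658; n = 6). Genes are not independent replicates, and the test left out the enterocyte list. Enterocyte and Paneth lists were both lowest in replicates 2 and 3 and highest in replicates 4 and 5. Mean deviations in replicates 2 to 5 were -0.386, -0.839, 0.838 and 0.361 for enterocyte genes (log2). For the 7 Paneth genes they were -1.14, -0.947, 1.45 and 0.815. The variation was thus not shown to be specific to Paneth genes. The test of Paneth against goblet genes replaced a comparison of replicates 4 and 6 alone. In that comparison, Paneth genes were higher in replicate 4 by 1.56 ± 0.338 and 1 of 7 goblet genes was higher (log2, SD over genes). Whether whole cells, free RNA or expression in tuft cells is behind these transcripts was not tested.

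Gm20594, which RefSeq lists with the synonym Mtrnr2l, was at 19253 ± 3181 TPM in replicates 1 to 3 and 53932 ± 2342 TPM in replicates 4 to 6 (SD, n = 3 each), a 2.80-fold difference with no overlap. Of 10 ways to split the libraries into sets of 3, this split separated the most genes as deposited (1638 of 9106 genes with a mean of at least 5 TPM, 18.0% against 10% by chance), and only 1 split, itself, gave as many. After median-of-ratios rescaling it separated 1217 genes (13.4%) and replicates 1, 2 and 4 against the rest separated 1387 (15.2%). A batch of libraries is a candidate explanation that 10 splits cannot settle, and neither the labels nor the paper's text name one. No biological explanation was tested.

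The paper's discussion raises another class C G protein-coupled receptor as a possible partner of TAS1R3. A list of 19 such genes was drawn up, which holds no Tas1r or vomeronasal receptor genes and is not the whole class. Of these 19, 3 averaged at least 1 TPM. Gprc5c had 179.2 ± 72.3 TPM, Gprc5a had 48.4 ± 19.3 TPM and Gabbr1 had 6.64 ± 2.10 TPM (SD, n = 6), while 13 of the 19 genes, Gabbr2 among them, were listed at 0 in all 6 libraries. The remaining 3 were above 0 in some libraries with a mean below 1 TPM. The count was 3 under each threshold tried.

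In receptor families chosen after the values were seen, 21 of 1122 olfactory receptor genes (Olfr) and 23 of 335 vomeronasal receptor genes (Vmn) were above 0 in any library. At such low shares the 35 Tas2r genes are too few to show a lower one (Fisher's exact test of Tas2r against Olfr, p = 1). The stem cell list was present at a median of 4.26 on the log2 scale. Its most abundant gene was Olfm4 at 501.4 ± 173 TPM, with Lgr5 at 57.1 ± 11.5 TPM and Ascl2 at 12.3 ± 4.68 TPM (SD, n = 6 each). The paper states that tuft cells also express Ascl2. The immune list had a median of 2.24, with Gzma the most abundant of its genes at 68.3 ± 63.6 TPM (SD, n = 6). Ptprc, which is not in that list and encodes the CD45 used to exclude cells in the sort, was at 112.3 ± 42.0 TPM (SD, n = 6). Ptprc was highest in replicate 1 (170.9 TPM) and lowest in replicate 6 (74.2 TPM), as was Gfi1b (160.1 and 72.9 TPM). Gzma was lowest in replicate 1 (10.4 TPM) and highest in replicate 6 (157.7 TPM). The level of Ptprc alone therefore does not show immune cells in the sort, and its cell of origin was not tested. No control cells were in the data to set these levels against.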
